# Digits in a dish: An *in vitro* system to assess the molecular genetics of hand/foot development at single-cell resolution

**DOI:** 10.3389/fcell.2023.1135025

**Published:** 2023-03-13

**Authors:** Allison M. Fuiten, Yuki Yoshimoto, Chisa Shukunami, H. Scott Stadler

**Keywords:** *in vitro*, autopod development, joint development, single cell RNA sequencing, HOXA13

## Abstract

*In vitro* models allow for the study of developmental processes outside of the embryo. To gain access to the cells mediating digit and joint development, we identified a unique property of undifferentiated mesenchyme isolated from the distal early autopod to autonomously re-assemble forming multiple autopod structures including: digits, interdigital tissues, joints, muscles and tendons. Single-cell transcriptomic analysis of these developing structures revealed distinct cell clusters that express canonical markers of distal limb development including: *Col2a1*, *Col10a1*, and *Sp7* (phalanx formation), *Thbs2* and *Col1a1* (perichondrium), *Gdf5*, *Wnt5a*, and *Jun* (joint interzone), *Aldh1a2* and *Msx1* (interdigital tissues), *Myod1* (muscle progenitors), *Prg4* (articular perichondrium/articular cartilage), and *Scx* and *Tnmd* (tenocytes/tendons). Analysis of the gene expression patterns for these signature genes indicates that developmental timing and tissue-specific localization were also recapitulated in a manner similar to the initiation and maturation of the developing murine autopod. Finally, the *in vitro* digit system also recapitulates congenital malformations associated with genetic mutations as *in vitro* cultures of *Hoxa13* mutant mesenchyme produced defects present in *Hoxa13* mutant autopods including digit fusions, reduced phalangeal segment numbers, and poor mesenchymal condensation. These findings demonstrate the robustness of the *in vitro* digit system to recapitulate digit and joint development. As an *in vitro* model of murine digit and joint development, this innovative system will provide access to the developing limb tissues facilitating studies to discern how digit and articular joint formation is initiated and how undifferentiated mesenchyme is patterned to establish individual digit morphologies. The *in vitro* digit system also provides a platform to rapidly evaluate treatments aimed at stimulating the repair or regeneration of mammalian digits impacted by congenital malformation, injury, or disease.

## 1 Introduction

Congenital malformations of the hand or foot affect approximately one to two children/1,000 births in the United States annually (Linder et al., 2009; Goldfarb et al., 2015; Goldfarb et al., 2017; Jain et al., 2020). Despite affecting >8,000 children/year, the cellular and molecular mechanisms involved in digit and joint formation are not well understood. A significant challenge to advance our understanding of these mechanisms is the inability to directly probe mammalian cell populations as they participate in the formation of digit/joint structures. To address this challenge, Solursh and colleagues developed the micromass assay, an *in vitro* approach that identified the capacity of cultured limb mesenchyme to recapitulate endochondral skeletal development (Ahrens et al., 1977; Solursh et al., 1978; Paulsen and Solursh, 1988; Daniels et al., 1996). While micromass assays have advanced our understanding of cellular and molecular processes mediating mesenchymal cell proliferation and condensation, apoptosis, and matrix mineralization necessary for endochondral skeletal development, this approach has not provided insight into how limb mesenchyme is instructed to form additional musculoskeletal components of the hand and foot (Oberlender and Tuan, 1994; Mello and Tuan, 1999; DeLise et al., 2000; Delise and Tuan, 2002; Daumer et al., 2004; Zhang et al., 2004; Mello and Tuan, 2006; Handschel et al., 2007; Pirosa et al., 2019).

To address this knowledge gap, we expanded our initial finding that cells expressing *Hoxa13* are competent to form digit-like structures *in vitro* and examined the full developmental potential of distal limb bud mesenchyme (Stadler et al., 2001). Remarkably, when placed in culture, distal limb cells exhibit robust recapitulation of hand/foot development producing multiple musculoskeletal tissues/structures beyond the digit endochondral ossification including: interdigital tissues, joint interzones, tendons, fetal muscle, and perichondrium. Access provided to multiple mammalian hand/foot tissues as they develop in the *in vitro* digit in a dish system (DID) represents a significant breakthrough in our ability to probe and functionally characterize the molecular programs controlling mammalian limb development using high-resolution single-cell transcriptomics and hybridization chain reaction RNA fluorescence *in situ* hybridization (HCR RNA-FISH).

The DID system also appears competent to model congenital defects caused by loss of gene function, as digit structures formed using *Hoxa13* homozygous mutant cells reproduce defects in mesenchymal condensation and digit formation reported in *Hoxa13* mutant embryos (Fromental-Ramain et al., 1996; Stadler et al., 2001; Perez et al., 2010; Bastida et al., 2020). The combined assessment of control and mutant DID cultures provides a unique resource to model congenital malformations and to rapidly evaluate therapies aimed at correcting congenital malformations or to stimulate the regeneration of mammalian digits impacted by injury or disease.

Using three developmental time points, we present a comprehensive analysis of the DID system examining the transcriptomes present in >70,000 cells as they participate in the formation of hand/foot musculoskeletal tissues at single cell resolution. This analysis provides new insights into the heterogeneity of progenitor cell types present in undifferentiated distal limb mesenchyme as well as a confirmation that the DID system closely models single-cell transcriptomic studies of embryonic limbs including stage-, tissue-, and cell-type-specific expression of developmental genes (Desanlis et al., 2020; Kelly et al., 2020). Based on our transcriptomic analysis of DID cultures, we identify six distinct autopod developmental trajectories recapitulated by the DID system: endochondral cartilage and bone, perichondrium, interdigital tissues, joints, fetal muscle, and tendons. Finally, limb developmental gene expression patterns were also recapitulated by the tissues/structures forming in the DID system, providing additional confirmation that hand/foot development is modeled by this system.

## 2 Materials and methods

### 2.1 Mice

All mice were housed in a specific pathogen-free facility at the Portland Shriners Hospital. Embryos were obtained from timed matings of CD-1 mice (Charles River Labs), or from timed matings of Hoxa13^GFP^ mice maintained on a C57BL/6 and CD-1 mixed genetic background as described (Stadler et al., 2001). Estimated embryonic gestational age was determined by timed matings using the detection of a vaginal plug to establish embryonic day (E) 0.5 as described (Mader et al., 2009). Genotyping of Hoxa13^GFP^ embryos was accomplished using PCR and yolk-sac DNA as described (Stadler et al., 2001; Morgan et al., 2003).

### 2.2 Digits in a dish (DID) cultures

Staged limb buds (Wanek et al., 1989) from wildtype embryos at E11.5 were collected in 4°C Ca^2+^- and Mg^2+^-free phosphate-buffered saline (PBS; Gibco/BRL). Distal forelimb mesenchyme was micro-dissected using fine tungsten needles and scissors and a Leica MZ12 stereoscope. Dissected embryonic limb tissues were pooled into a 2 mL microcentrifuge tube and dissociated at 37°C for 13 minutes in Ca^2+^- and Mg^2+^-free PBS (Gibco/BRL) containing 0.1% trypsin and 0.1% collagenase (Type IV) as described (Owens and Solursh, 1982), with a vigorous flick of the microcentrifuge tube after the first 5 minutes. After the 13-min digestion, 1 mL of Dulbecco’s MEM media containing 10% FBS supplemented with non-essential amino acids, 50 U/mL penicillin and 25 μg/mL streptomycin was added to the digest with a wide bore pipette, followed by gentle pipetting 100 times with a sterile transfer pipette. The limb bud cell suspension was then passed through sterile 74 μm polyester mesh (Costar Netwells). The flow-through was centrifuged at a relative centrifugal force (RCF) of 180 g for 5 minutes in a sterile 2 mL microcentrifuge tube. The supernatant was removed and 1 mL of Dulbecco’s MEM media containing 10% FBS supplemented with non-essential amino acids, 50 U/mL penicillin and 25 μg/mL streptomycin was added to the pellet by gently trickling down the side of the 2 mL microcentrifuge tube. The tube was gently agitated to dissociate the cell pellet. The cell suspension was centrifuged for a second time at an RCF of 180 g for 5 minutes. The supernatant was removed, leaving 100 μL of supernatant in the tube which was used to dissociate the cell pellet. The cell suspension was counted on a hemocytometer and diluted to a final concentration of 2 × 10^7^cells/mL with Dulbecco’s MEM media containing 10% FBS supplemented with non-essential amino acids, 50 U/mL penicillin and 25 μg/mL streptomycin. Cell suspensions were inoculated onto 60 mm Falcon tissue culture dishes as described (Ahrens et al., 1977) and placed in a 37°C incubator with a 5% CO_2_ atmosphere for 1 h to allow for cell attachment. After 1 h, the dishes were gently filled with a max volume of media which was changed daily. Cultures were subsequently processed for either single cell RNA sequencing, HCR RNA-FISH, or immunohistochemistry (IHC) (Figure 1).

**FIGURE 1:**
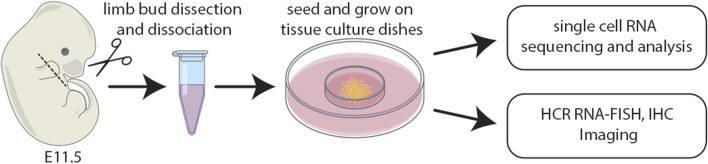
Schematic of the experimental design whereby distal limb mesenchyme was dissected, dissociated, and single cells captured. The distal most third of forelimb buds were micro-dissected and pooled from E11.5 mouse embryos. Cell suspensions were inoculated onto 60 mm tissue culture dishes and subsequently processed for either single cell RNA sequencing, HCR RNA-FISH, or IHC.

### 2.3 Single-cell isolation, capture, library construction, and sequencing

Two independent DID cultures were processed as separate replicates for scRNAseq analysis of Day 2, 7 and 10 time points following the cell dissociation and library preparation protocols as described by the manufacturer (10X Genomics). Dissociated cells were centrifuged at an RCF of 180 g for 5 minutes. Following centrifugation, the cells were washed in PBS containing 0.4% bovine serum albumin and strained through a 75 µm nylon mesh (Costar Netwells). After straining, cells were counted and adjusted to a concentration of 1,000 cells/μL for the single-cell RNAseq pipeline.

Single cells from each replicate were isolated using the 10x Genomics Chromium platform at the OHSU Integrated Genomics Laboratory. Replicate DID culture libraries were made with the 10x Genomics 3′Gene Expression, GEX V3.1 chromium kit. All libraries were sequenced at the OHSU Integrated Genomics Laboratory on the Illumina NovaSeq 6,000 sequencing system.

The following number of cells were used to produce the libraries for replicate scRNAseq analysis: Day 2, replicate A (11,518 cells, 68,572 average reads per cell), Day 2, replicate B (20,188 cells, 39,112 average reads per cell), Day 7, replicate A (16,784 cells, 58,369 average reads per cell), Day 7, replicate B (18,049 cells, 52,673 average reads per cell), Day 10, replicate A (12,313 cells, 77,728 average reads per cell), and Day 10, replicate B (12,363 cells, 73,518 average reads per cell). After quality control and filtering, 9,448, 16,485, 13,486, 12,346, 10,385, and 9,949 estimated number of high-quality cells remained in the samples, respectively (Supplementary Table S1) (Butler et al., 2018; Stuart et al., 2019). 

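Counting barcodes with at least 1 UMI in the deposited matrices gives 11518 and 20188 for Day 2 replicates A and B, 16784 and 18049 for Day 7 and 12313 and 12363 for Day 10. After the limits of Supplementary Table S1 were applied to these matrices, 9448 and 16486 cells remained at Day 2, 13485 and 12346 at Day 7, and 10385 and 9949 at Day 10. The cells that remained had a median of 4497 and 1733 detected genes in Day 2 replicates A and B, 2494 and 2757 at Day 7, and 4699 and 4508 at Day 10. In Day 2 replicate B, 41.4% of them had fewer than 3000 UMIs, against 6.84% in Day 2 replicate A, 30.8% and 23.5% at Day 7, and 7.92% and 10.9% at Day 10.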

Unbiased cell clustering based on gene expression was performed on these remaining high-quality cells. (Butler et al., 2018; Stuart et al., 2019).

### 2.4 Single-cell clustering and differential expression analysis

The raw scRNAseq data was processed following the 10X Genomics pipeline with Cell Ranger (version 6.1.2) software to remove low-quality reads (Zheng et al., 2017). The remaining reads were aligned to the GRCm38 murine reference genome using STAR, and gene count matrices were generated as described (Du et al., 2020). Gene count matrices were imported into the R package Seurat (version 4.1.0) for all downstream analyses as described (Stuart et al., 2019). 

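The limits taken from Supplementary Table S1 were at least 800 UMIs per cell in Day 2 replicate A and both Day 10 replicates, and at least 1000 UMIs in Day 2 replicate B and both Day 7 replicates. In all 6 libraries, cells with 200 to 7500 detected genes were kept. Mitochondrial genes were allowed at most 25% of the UMIs of a cell at Day 2, 30% at Day 7 and 40% at Day 10, and ribosomal protein genes at most 35% at Day 2 and in Day 10 replicate B and 40% in the other libraries. The UMI minimum was missed by 528 and 2648 barcodes of Day 2 replicates A and B, 2350 and 4693 of Day 7 and 495 and 398 of Day 10, and a barcode can fail more than 1 limit. The mitochondrial limit was missed by 769 and 513 barcodes at Day 2, 213 and 339 at Day 7, and 699 and 693 at Day 10. The median mitochondrial share of the cells kept was 1.85% and 2.17% at Day 2, 2.55% and 2.69% at Day 7, and 3.96% and 3.60% at Day 10.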

In Seurat, additional quality filtering was performed based on the percentage of mitochondrial reads, number of unique feature counts, number of molecules detected in each cell, and percentage of ribosomal reads. Expression matrices were normalized and stabilized for technical noise variance using the SCTransform function in Seurat as described (Hafemeister and Satija, 2019). Dimension numbers used for PCA reductions were selected based on the Seurat elbow plot. Clustree plots were used to help select the resolution parameter as described (Zappia and Oshlack, 2018). Clusters were determined using the FindNeighbors and FindClusters functions implemented in Seurat, which uses a graph-based clustering approach. Uniform Manifold Approximation and Projection (UMAP) was used for dimensionality reduction. Two independent replicates were analyzed for each time point. Integration of the two replicates was performed using the PrepSCTIntegration, FindIntegrationAnchors, and IntegrateData functions, with setting the features to integrate to include all genes. In the integrated data, we regressed out the difference between the cell cycle G2M and S phase scores during the SCTransform function step. The differential expression analysis was run using the FindAllMarkers function in Seurat using the Wilcoxon rank sum test with a minimum 0.25 log fold change between clusters (logfc.threshold = 0.25) and expressed in at least 25% of cells from the cluster (min.pct = 0.25). Cell-type-specific clusters were defined by the expression of signature factors for each cell type. Visualization of candidate gene expression was made using the VlnPlot, FeaturePlot and DotPlot functions in Seurat. Parameters for the individual libraries included the percentage of mitochondrial reads (%Mito), upper limit to the number of unique feature counts (FeatUp), lower limit to the number of unique feature counts (FeatLow), percentage of ribosomal reads (%Ribo), PCA dimensions (PCAdims), and resolution (Res). In addition, a lower limit to RNA read counts (UMI counts) was set to filter signals that were overcalled as cells by Cell Ranger (UMIcount). Parameters were set as the following for the individual libraries: Day 2, replicate A (%Mito = 25, FeatUp = 7,500, FeatLow = 200, %Ribo = 35, PCAdims = 35, Res = 0.7, UMIcount = 800). Day 2, replicate B (%Mito = 25, FeatUp = 7,500, FeatLow = 200, %Ribo = 35, PCAdims = 35, Res = 0.7, UMIcount = 1,000). Day 7, replicate A (%Mito = 30, FeatUp = 7,500, FeatLow = 200, %Ribo = 40, PCAdims = 35, Res = 0.5, UMIcount = 1,000). Day 7, replicate B (%Mito = 30, FeatUp = 7,500, FeatLow = 200, %Ribo = 40, PCAdims = 35, Res = 0.5, UMIcount = 1,000). Day 10, replicate A (%Mito = 40, FeatUp = 7,500, FeatLow = 200, %Ribo = 40, PCAdims = 35, Res = 0.7, UMIcount = 800). Day 10, replicate B (%Mito = 40, FeatUp = 7,500, FeatLow = 200, %Ribo = 35, PCAdims = 35, Res = 0.5, UMIcount = 800) (Supplementary Table S1).

### 2.5 FACS enrichment of *Hoxa13* ^*GFP*^-expressing cells

Distal mesenchyme expressing *Hoxa13* ^*GFP*^ was collected from E11.5 heterozygous- and homozygous *Hoxa13* ^*GFP*^ mutant embryos as described (Stadler et al., 2001). The dissected mesenchyme was digested and enriched for the *Hoxa13* ^*GFP*^-expressing cells by fluorescence activated cell sorting using a BD LSR-II (BD Biosciences) provided by the OHSU Flow Cytometry Shared Resource Facility. Heterozygous- or homozygous mutant FACS-enriched samples were used for seeding individual DID cultures as described (Stadler et al., 2001). Analysis of *Hoxa13* ^*GFP*^-expressing cells contributing to *in vitro* digit formation was performed using a Zeiss LSM 700 confocal microscope. Image processing was done using Adobe Photoshop (Version 24.1.0).

### 2.6 Antibodies and immunohistochemistry

DID cultures were washed twice (5 minutes/wash) in PBS and fixed in 4% paraformaldehyde for 10 min at room temperature. After fixation, the samples were washed three times using room temperature PBS (5 minutes/wash) and incubated for 1 hour with PBSTMD (PBS, 2% powdered milk, 0.5% Triton X-100, 2% whole donkey serum). After 1 hour, fresh PBSTMD containing a 1:250 dilution of antibodies specific for Tenomodulin (TNMD) (Abcam: AB203676) or SOX9 (Novus Biologicals: AF3075-SP) was added to the samples which were incubated at 4°C overnight. The next day, primary antibody solutions were removed and the samples were washed three times (5 minutes/wash) in room temperature PBSTMD. After the final wash, the samples were incubated overnight at 4°C in PBSTMD containing a 1:400 dilution of a donkey anti-goat- or donkey anti-rabbit secondary antibody conjugated with Alexa 488 (Jackson ImmunoResearch Laboratories:705-545-003) or Alexa 647 (Jackson ImmunoResearch Laboratories: 711-605-152). The next day, samples were washed three times in PBS (5 minutes/wash), followed by staining with DAPI/PBS for 5 minutes (ThermoFisher: 62248). After DAPI staining, the samples were washed twice in room temperature PBS (5 minutes/wash). Samples were imaged for immunolocalization of SOX9 or TNMD using a Zeiss LSM 700 confocal microscope as described (Morgan et al., 2003). Image processing was done using Adobe Photoshop (Version 24.1.0).

### 2.7 Whole mount *in situ* hybridization analysis of *Hoxa13* and *tnmd* expression

A 310 base-pair region corresponding to nucleotides 650–960 of the murine *Hoxa13* cDNA sequence (NM_008264) was amplified from C57BL/6 genomic DNA by PCR using the following primers: A13_Exon1 F: 5′-TAC​CCG​TGC​GCC​CGC​AT-3′ and A13_Exon1′R: 5′-CCG​TTC​CAG​CCG​TTG​GG-3’. This region was selected for *Hoxa13* expression analysis due to its presence in wild-type- and *Hoxa13* ^GFP^-mutant alleles. The amplified DNA region was cloned into a t-tailed vector containing RNA polymerase T3 and T7 promoters. *Hoxa13* riboprobe synthesis, embryo preparation, riboprobe hybridization and colorimetric detection were performed as described (Manley and Capecchi, 1995). Embryos were photographed using a Leica MZFL12 stereoscope fitted with a Canon EOS 40D digital camera. Image processing was done using Adobe Photoshop (Version 24.1.0).

Whole-mount *in situ* hybridization analysis of *Tnmd* expression was performed as described (Shukunami et al., 2018). Briefly, embryos were fixed in 4% PFA/PBS overnight and dehydrated with methanol. After rehydration and proteinase K treatment, embryos were hybridized with DIG-labelled probes at 70°C overnight. After washing, the hybridized probes were detected by using alkaline phosphatase conjugated anti-DIG antibody (Roche) and BM purple (Roche).

### 2.8 Hybridization chain reaction RNA fluorescence *in situ* hybridization (HCR RNA-FISH)

We adapted the HCR RNA-FISH protocol for fixed frozen sections on slides for use with the DID cultures (Molecular Instruments). Gene-specific HCR probe sets, buffers, and amplification hairpins were purchased from Molecular Instruments (Los Angeles, CA) (Table 1). DID cultures used for HCR RNA-FISH were grown on 60 mm × 15 mm Center-Well Organ Culture Dishes (Corning: Falcon Ref 353037). Media was removed and rinsed twice with phosphate buffered saline (PBS) on ice. Samples were fixed for 15 minutes with fresh 4% paraformaldehyde in PBS (PFA/PBS) at 4°C and then rinsed twice with PBS for 5 minutes. After fixation, cultures were digested with proteinase K (7 μg/mL in PBS) for 10 minutes at 37°C. Digested cultures were rinsed twice with PBT (PBS +0.1% Tween 20) for 5 minutes, and re-fixed using 4% PFA/PBS for 5 minutes. The re-fixed samples were rinsed twice with PBT for 5 min. A prehybridization step using probe hybridization buffer (Molecular Instruments) heated to 37°C was added to the samples which were then incubated in a humidified chamber for 10 minutes inside a 37°C oven. After prehybridization, a comparable volume of hybridization buffer containing the gene-specific probes (0.4 pmol/100 µL hybridization buffer) was added to the samples as recommended by the manufacturer (Molecular Instruments). Samples were incubated overnight in humidified chamber in a 37°C oven. The next day, the probe solution was removed and the plates were washed with 75% probe wash buffer/25% 5X SSCT for 15 minutes at 37°C followed by a wash using 50% probe/50% 5X SSCT for 15 minutes, 25% probe wash buffer/75% 5X SSCT for 15 minutes, 100% 5X SSCT for 15 minutes, and then 100% 5X SSCT for 5 minutes at room temperature as recommended by the manufacturer (Molecular Instruments). Samples were covered with amplification buffer (Molecular Instruments) and placed in a humidified chamber for 30 minutes at room temperature. After pre-amplification, the buffer was removed and snap-cooled amplification hairpins (6 pmol/hairpin) were added to the samples as recommended by the manufacturer (Molecular Instruments). Samples were placed in humidified chambers wrapped with aluminum foil and incubated overnight in a dark drawer at room temperature. The following day, the hairpin/amplification solution was removed and the samples were washed two times for 30 minutes in 5X SSCT at room temperature followed by a single 5-min wash in 5X SSCT. Cultures were then stained for 5 minutes with a DAPI solution as described by the manufacturer (ThermoFisher: 62248). After DAPI staining, the cultures were rinsed twice with PBS and imaged in PBS with a Zeiss LSM-700 confocal microscope. Image processing was done using Adobe Photoshop (Version 24.1.0).

**TABLE 1:** HCR RNA-FISH probe sets. Below is the list of probes used for HCR RNA-FISH in this study, including the HCR amplifier paired with each probe and the probe set size.

Gene	Accession number	Amplifier	Probe set size
*Aldh1a2*	BC_075704.1	B3	20
*Col2a1*	NM_031163.3	B3	20
*Gdf5*	NM_008109.3	B4	20
*Hoxa13*	NM_008264	B2	12
*Myod1*	NM_010866.2	B4	20
*Prg4*	NM_021400.3	B4	20
*Thbs2*	NM_011581.3	B5	20

## 3 Results

### 3.1 Development of the digits in a dish system

While high density micromass culture of limb bud mesenchyme typically develops into rounded endochondral nodules (Ahrens et al., 1977; Solursh et al., 1978; Carlson et al., 2015), cells disassociated from the distal limb bud exhibited a remarkable capacity to reassemble *in vitro*, producing digit-, joint-, and carpal/tarsal-like structures with a perichondrium (Figure 2). The autonomous reassembly of this cell population into digit- and carpal/tarsal-like structures indicates an expanded hand/foot developmental program is recapitulated by the DID system without the use of instructive extracellular matrices, tissue-engineering scaffolds, or exogenous growth factor applications, other than those provided by fetal bovine serum (Ahrens et al., 1977; Solursh et al., 1978; Ahrens et al., 1979; Stadler et al., 2001; Moutos et al., 2007; Huynh et al., 2018). Testing this hypothesis, we characterized the full developmental potential of distal limb mesenchyme in DID cultures using single-cell transcriptomics and HCR RNA-FISH (Figures 1, 2).

**FIGURE 2:**
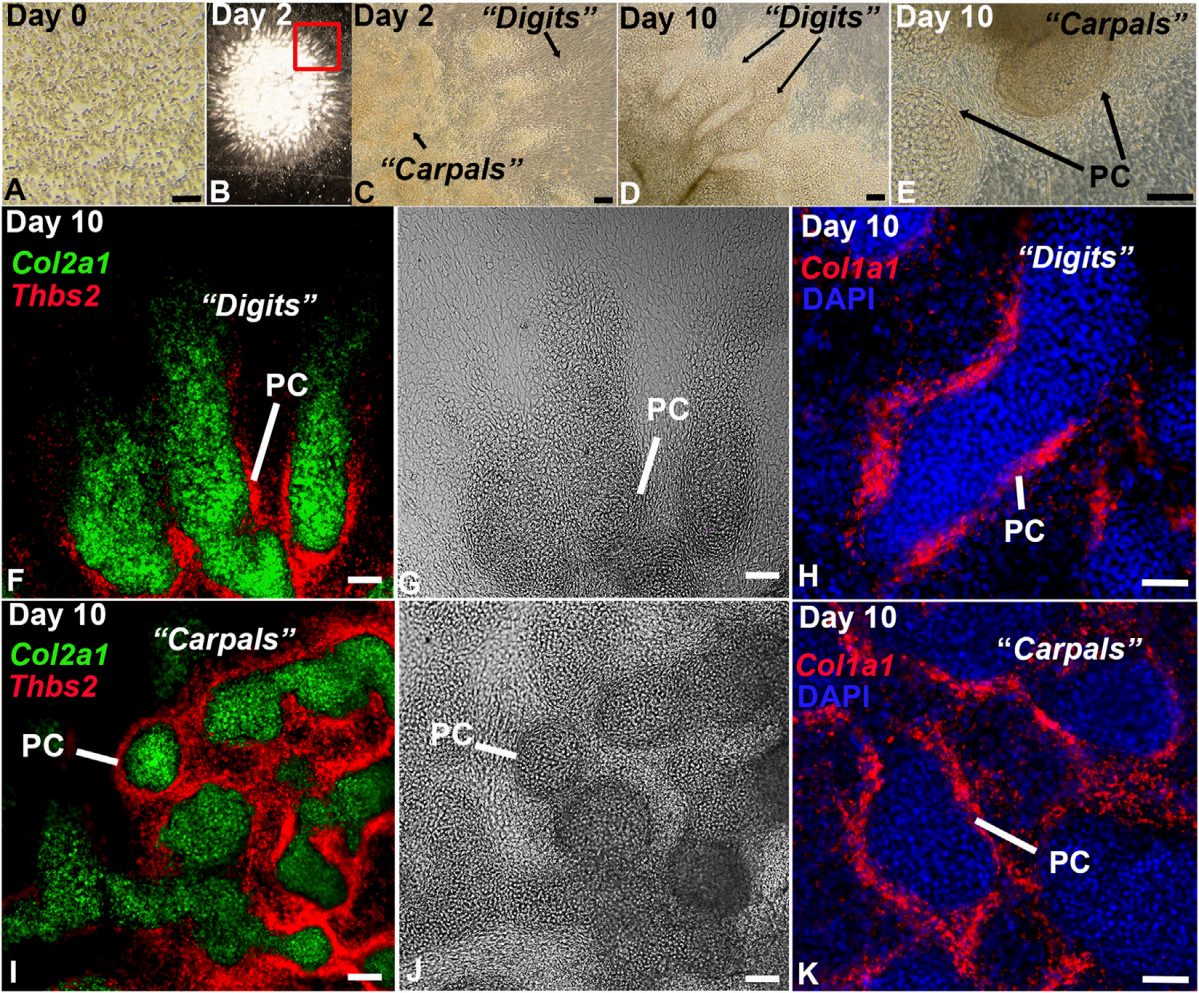
*In vitro* culture of distal limb mesenchyme recapitulates digit and carpal element formation. **(A)** Brightfield image of the disassociated E11.5 distal forelimb mesenchyme at Day 0. **(B)** Low magnification image of an entire DID culture at Day 2 showing re-assembly and development of the dissociated mesenchyme into digit-like projections. **(C)** Higher magnification image of the boxed region in panel **(B)**. Arrows denote digit- and carpal-like elements. **(D, E)** Analysis of Day 10 DID cultures revealed well-formed digits and carpal elements producing a visible perichondrium (PC). **(F–K)** HCR RNA-FISH analysis of gene expression in Day 2 DIDs reveal robust expression of *Col2a1* in the central condensations and *Col1a1* and *Thbs2* localizing to the tissue surrounding these structures, consistent with the formation of a perichondrium (PC). Bars = 50 µm.

### 3.2 Distal limb mesenchyme is comprised of heterogeneous cell types that mediate initial stages of autopod development in day 2 DID cultures

To better define the cell types and developmental programs mediating *in vitro* digit formation, we analyzed the transcriptomes present in DID cultures using single-cell RNA-seq (scRNAseq). Three time points were selected to define the cell-specific transcriptomes defining hand musculoskeletal development at single cell resolution using the 10X Genomics platform. A time point of two days after seeding the DID cultures (Day 2) was selected to capture transcriptomic events mediating early stages of digit initiation. A Day 7 time point was selected to capture the transitional transcriptomes mediating digit/joint specification, and a Day 10 time point was selected to detect the transcriptomes mediating the maturation of hand/foot musculoskeletal tissues and structures. Two independent samples were analyzed by scRNAseq at each time point to assess variability between DID cultures and to ensure reproducibility of the scRNAseq results.

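DID cultures are high-density cultures of limb bud mesenchyme from the distal forelimb autopod of E11.5 mouse embryos, and single cells from them were sequenced as 6 droplet libraries, replicates A and B at each of Day 2, Day 7 and Day 10. The authors aligned the reads and counted unique molecular identifiers (UMIs) per gene and barcode with Cell Ranger 6.1.2 against the mouse genome, and the deposited matrices hold these counts without normalization. The cells that pass the paper's filter held 205573890 and 178022112 UMIs in Day 2 replicates A and B, 208581472 and 200469319 at Day 7, and 260245417 and 233277576 at Day 10. Their median was 18587 and 3871 UMIs per cell at Day 2, 8062 and 9337 at Day 7, and 24197 and 22128 at Day 10. For each time point both replicates were normalized with SCTransform, with the difference between the S and G2M scores regressed out, integrated with Seurat anchors over 3000 features and clustered on 35 dimensions at a resolution of 0.5 for Day 2 and Day 7 and 0.7 for Day 10. The alternative called without integration merged the replicates and used log-normalized counts, without SCTransform or the regression. Changes under it therefore cannot be credited to integration alone. Genes named in the paper were left out of the features (62 at Day 2), so that they did not enter the drawing of the rebuilt clusters, whose numbers differ from those in Figure 3, Figure 4 and Figure 5. UMIs were then summed per cluster and library, and each sum of at least 10 cells was compared with the mean of the other clusters of the same time point by edgeR's quasi-likelihood test with the library as a covariate and Benjamini-Hochberg adjustment over the genes of a cluster. A gene was called enriched in a cluster at an adjusted p under 0.05, a log2 fold change above 0.25 and a UMI in at least 25% of the cluster's cells, the last pair being the limits of the paper. A rebuilt cluster was named, with the ending -like, when at least 3 genes of a fixed list of markers for 1 of 14 classes were enriched in it, so the enrichment of such a marker in its own class is not independent of the name. The markers were fixed beforehand, and the rule that settles between classes was set after the leading genes of the clusters had been seen. Values are given as CPM, as the mean ± SD over the 2 replicates (n = 2), which are the units of the edgeR tests, and positions are those of GRCm38. In clusters, CPM are UMI counts scaled to the total of the cluster in that library. For genes compared between time points over whole libraries, the library total was first multiplied by edgeR's TMM factor, between 0.927 and 1.14. CPM in the correlations between libraries, and those of rare genes such as *Fgf8* and of *Xist* and the Y-linked genes, are scaled to the library total alone. No doublets were removed, because the threshold that Scrublet set for itself called 16437 of the 16486 cells of Day 2 replicate B and at most 2 cells in each of the other libraries.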

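Graph-based clustering of the filtered Day 2 cells of both replicates gave 15 rebuilt clusters, of which 10 could be named from the fixed markers. Cluster sizes ranged from 5690 cells in Cluster 0 (408 from replicate A and 5282 from replicate B) to 28 cells in Cluster 14 (20 and 8). Because Cluster 14 has fewer than 10 cells from replicate B, its tests rest on replicate A alone against the other clusters. The number of clusters depended most on the resolution, with 9 at 0.5 times the resolution and 23 at 2 times the resolution.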

Unbiased clustering of the integrated dataset from Day 2 scRNAseq replicates revealed 16 discrete cell populations represented by Clusters 0–15 (Figure 3; Supplementary Table S2). Cell type identity was determined using published cell-type-specific gene expression and cell annotation and ontology applications Panglao DB and ShinyGO 0.76.2 (Franzen et al., 2019; Ge et al., 2020). 

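Among the rebuilt Day 2 clusters, *Scx* (ENSMUSG00000034161, chromosome 15 from 76457452 to 76459458) was highest in Cluster 9, which comprised 547 and 420 cells in replicates A and B and was named tenocyte-like. It reached 321 ± 10.1 CPM (SD, n = 2) there, a log2 fold change of 1.97 (standard error 0.09, adjusted p = 2.5e-16, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) against the mean of the other clusters, and was also enriched in 6 further clusters. *Tnmd* (ENSMUSG00000031250, chromosome X from 133850980 to 133865577) was enriched in Cluster 9 and in no other cluster, at 50.1 ± 0.704 CPM and a log2 fold change of 3.23 (standard error 0.17, adjusted p = 1.0e-14). A *Tnmd* UMI was found in 35.7% of the Cluster 9 cells (median 26579 and 29379 UMIs per cell) and in 4.98% of the cells of myocyte-like Cluster 12 (median 27528.5 and 33781.5). *Col3a1* reached 589 ± 43.7 CPM in Cluster 9, with a log2 fold change of 1.79 (standard error 0.11, adjusted p = 1.5e-13), and passed the limits in 7 clusters in all. The call for *Tnmd* was the one that moved most with the clustering, since its log2 fold change in the most similar cluster was 1.24 without integration and 1.27 at 0.5 times the resolution, where fewer than 25% of the cells had a UMI. The cells shared with Cluster 9, over the union of both clusters, were 0.273 and 0.161, so Cluster 9 itself was largely lost in these clusterings.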

Cell types assigned to Cluster 8 were annotated as tenocytes based on their expression of *Scx*, *Tnmd*, and *Col3a1* (Figure 3, Supplementary Table S2) (Shukunami et al., 2006; Shukunami et al., 2018; Qi et al., 2020). 

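*Cnn1* (ENSMUSG00000001349, chromosome 9 from 22099216 to 22109630) was highest in rebuilt Cluster 5 of Day 2, which held 1287 and 755 cells of replicates A and B and was named osteoblast-like. Its expression there was 359.9 ± 19.1 CPM (SD, n = 2), with a log2 fold change of 3.12 (standard error 0.12, adjusted p = 3.5e-19, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Igfbp7* reached 558 ± 57.5 CPM in the same cluster, a log2 fold change of 2.95 (standard error 0.12, adjusted p = 1.1e-18), and *Spp1* (ENSMUSG00000029304, chromosome 5 from 104435118 to 104441050) reached 863 ± 71.9 CPM, a log2 fold change of 2.99 (standard error 0.18, adjusted p = 9.1e-15). The immune-like Cluster 14 had a higher mean of *Spp1* than Cluster 5, at 3131 ± 3233 CPM. With 20 and 8 cells in replicates A and B and an SD above the mean, this ranking is not firm. *Spp1* UMIs were present in 71.3% of the Cluster 5 cells (median 34982 and 32049 UMIs) and in 17.3% of myocyte-like Cluster 12. None of 6 bone genes (*Runx2*, *Sp7*, *Ibsp*, *Bglap*, *Alpl* and *Dmp1*) was enriched in Cluster 5.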

Cell types assigned to Cluster 5 were annotated as osteoblasts based on their expression of *Cnn1*, *Igfbp7*, and *Spp1* (Figure 3, Supplementary Table S2) (Moore et al., 1991; Su et al., 2013; Wu et al., 2019; Lu et al., 2020). 

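Of the cartilage genes, *Col2a1* (ENSMUSG00000022483, chromosome 15 from 97975602 to 98004695) and *Acan* (ENSMUSG00000030607, chromosome 7 from 79053483 to 79115099) were highest in rebuilt Cluster 6 of Day 2 (1079 and 786 cells in replicates A and B). *Col2a1* reached 2263 ± 189 CPM (SD, n = 2) there, with a log2 fold change of 2.86 (standard error 0.10, adjusted p = 1.1e-19, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and *Acan* 167 ± 41.0 CPM, with 4.67 (standard error 0.10, adjusted p = 8.7e-25). *Col9a1*, *Matn4* and *Mia* were likewise highest in Cluster 6, with log2 fold changes of 2.40, 2.68 and 2.15, and *Wwp2* had 2.17. These 6 genes were enriched in Cluster 6 and, apart from *Acan*, in chondrocyte-like Cluster 1. They were not confined to these clusters, and each was also enriched in joint interzone-like Cluster 4. In all, *Col2a1*, *Col9a1* and *Matn4* were enriched in 7 clusters, *Mia* and *Wwp2* in 6 and *Acan* in 3. *Wwp2* was highest in unnamed Cluster 8, at 796 CPM. *Matn1* and *Snorc* had their highest expression in Cluster 6 as well, at 45.5 ± 11.4 CPM and 14.1 ± 4.12 CPM, but with a UMI in 22.3% and 10.2% of its cells they stayed under the share limit. In osteoblast-like Cluster 5, with a median of 34982 and 32049 UMIs per cell against 17690 and 21621.5 in Cluster 6, a *Matn1* UMI was found in 1.86% of cells and a *Snorc* UMI in 0.392%. *Ostn* was at 1.36 ± 0.110 CPM in Cluster 6 and was enriched in no cluster. Without the share limit, *Matn1*, *Snorc* and *Ostn* were enriched in Cluster 6.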

Chondrocytes were identified by their expression of *Wwp2*, *Col9a1*, *Col2a1*, *Acan*, and *Matn4*, *Mia*, *Ostn*, *Snorc*, and *Matn1* and were assigned to Clusters 1, 7, 9, and 13 (Figure 3 and Supplementary Table S2) (Bi et al., 1999; Makihira et al., 1999; Czarny-Ratajczak et al., 2001; Moser et al., 2002; Rentsendorj et al., 2005; Domowicz et al., 2009; Groma et al., 2011; Heinonen et al., 2011; Yang et al., 2011). Cell types assigned to Clusters 10 and 12 were annotated as myocyte progenitors or myocytes based on their expression of *Ttn*, *Myog*, *Myod1*, *Myf5*, and *Tnnt1* (Figure 3; Supplementary Table S2) (Tajbakhsh et al., 1996; Beauchamp et al., 2000; Linke and Kruger, 2010; Wood et al., 2013; Ganassi et al., 2018; Li et al., 2021; Yagi et al., 2021). 

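*Myod1* (ENSMUSG00000009471, chromosome 7 from 46376474 to 46379099) was enriched in myocyte-like rebuilt Cluster 12 of Day 2, which held 314 and 188 cells of replicates A and B, and in no other cluster. Its level there was 309 ± 37.0 CPM (SD, n = 2) (adjusted p = 1.9e-31 against the other clusters, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with a UMI in 87.6% of the cells. In osteoblast-like Cluster 5, with a similar depth, 0.881% of the cells had a *Myod1* UMI. *Myf5* was likewise enriched in Cluster 12 alone, at 40.5 ± 0.0866 CPM (adjusted p = 2.4e-21), and without integration its UMIs reached fewer than 25% of the cells of the matching cluster. *Myog*, *Ttn* and *Tnnt1* were enriched in Cluster 12, at 731 ± 134 CPM, 2387 ± 213 CPM and 2653 ± 27.0 CPM, and in Cluster 11, the other cluster named myocyte-like. Cluster 11 drew 23 cells from replicate A and 542 from replicate B, at a median of 4223 and 2565 UMIs per cell.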

Cell types assigned to Cluster 6 were annotated as joint interzone cells based on their expression of *Ebf1*, *Jun*, *Hoxd13*, and *Gdf5* (Figure 3, Supplementary Table S2) (Storm and Kingsley, 1999; Kan and Tabin, 2013; Huang et al., 2016; Shwartz et al., 2016; Capellini et al., 2017; El-Magd et al., 2021). 

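In rebuilt Cluster 4 of Day 2, named joint interzone-like and made up of 1282 and 811 cells of replicates A and B, *Gdf5* (ENSMUSG00000038259, chromosome 2 from 155941023 to 155945367) reached 89.6 ± 1.68 CPM (SD, n = 2), a log2 fold change of 3.59 (standard error 0.15, adjusted p = 2.5e-17, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). A *Gdf5* UMI was seen in 50.6% of these cells (median 11806.5 and 14152 UMIs) and in 3.78% of the deeper cells of myocyte-like Cluster 12. *Ebf1* and *Jun* also had their highest levels in Cluster 4, at 934 ± 13.3 CPM and 733 ± 20.7 CPM, with log2 fold changes of 2.00 (standard error 0.09, adjusted p = 1.8e-17) and 1.61 (standard error 0.07, adjusted p = 9.8e-17). *Hoxd13* (ENSMUSG00000001819, chromosome 2 from 74668310 to 74671599) stood at 111 ± 6.47 CPM in Cluster 4, a log2 fold change of 2.59 (standard error 0.09, adjusted p = 1.4e-19). Of 11 genes that respond to dissociation (*Fos*, *Fosb*, *Egr1*, *Atf3*, *Ier2*, *Junb*, *Btg2*, *Dusp1*, *Zfp36*, *Hspa1a* and *Hspa1b*), 8 were enriched in Cluster 4, and no undissociated sample was sequenced against which the level of *Jun* could be judged.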

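*Hoxa13* (ENSMUSG00000038203, chromosome 6 from 52257694 to 52260880), *Hoxd13*, *Msx1* and *Wnt5a* had their highest levels among the rebuilt Day 2 clusters in Cluster 10, named interdigital mesenchyme-like. *Hoxa13* reached 78.6 ± 2.02 CPM (SD, n = 2) there, with a log2 fold change of 3.28 (standard error 0.13, adjusted p = 6.4e-18, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and its UMIs were found in 55.6% of the Cluster 10 cells (median 14213.5 and 16155 UMIs) and in 24.1% of osteoblast-like Cluster 5. For *Hoxd13* the level was 112 ± 18.3 CPM, for *Msx1* 168 ± 28.4 CPM and for *Wnt5a* 196 ± 7.45 CPM, with log2 fold changes of 2.72, 3.54 and 1.63. *Aldh1a2* (ENSMUSG00000013584, chromosome 9 from 71215789 to 71296243) also peaked in Cluster 10, but at 34.2 CPM in replicate A and 153 CPM in replicate B, and with a UMI in 14.8% of its cells it was not called enriched. At 2 times the resolution and without the share limit, *Aldh1a2* was enriched in an interdigital mesenchyme-like cluster.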

Cell types assigned to Cluster 11 were annotated as interdigital mesenchyme based on their significant expression of several interdigital tissue markers including: *Hoxa13*, *Hoxd13*, *Msx1*, *Wnt5a*, and *Aldh1a2* (Figure 3; Supplementary Figure S3).

**FIGURE 3:**
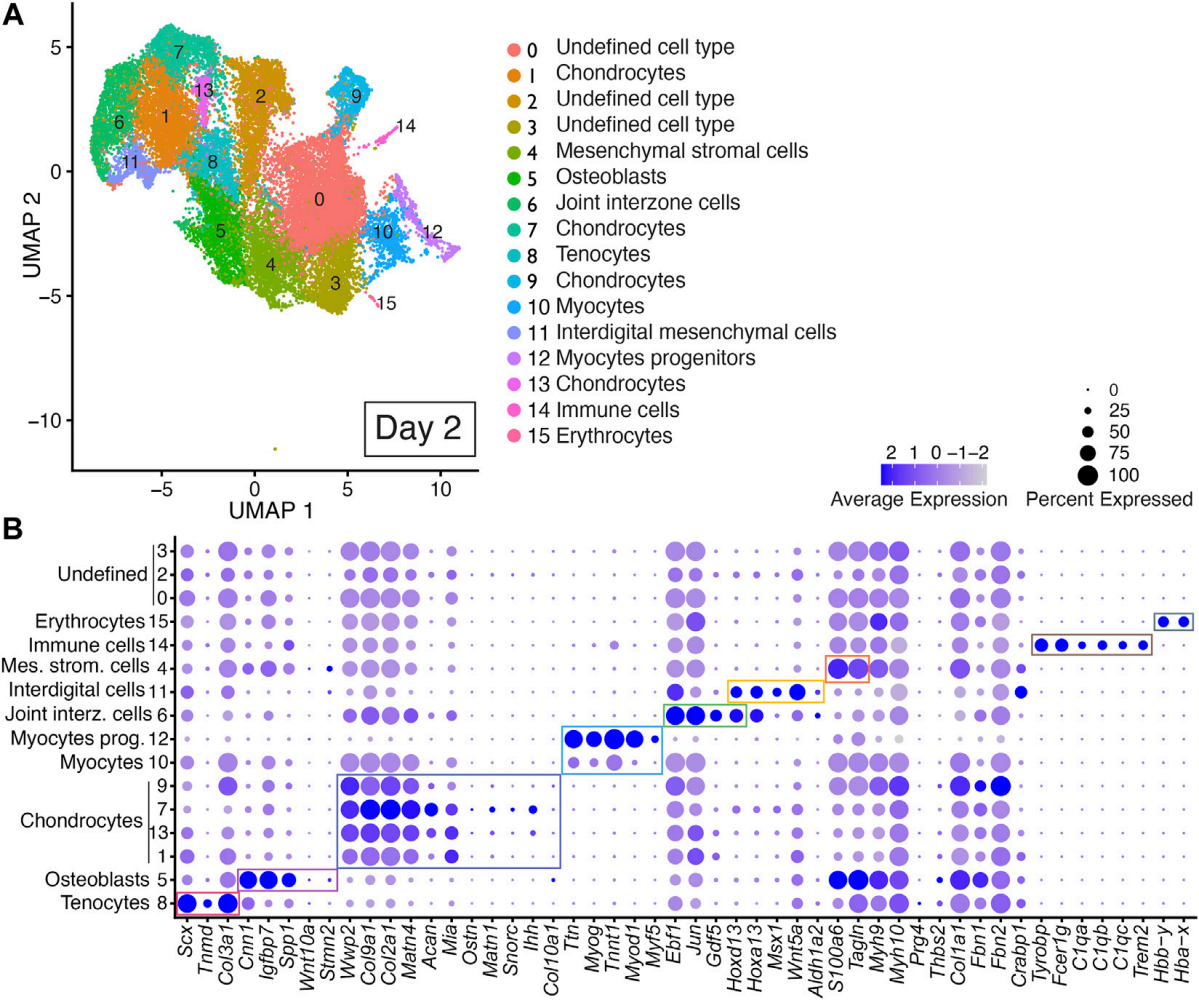
scRNAseq analysis of Day 2 *in vitro* cultures identifies multiple early autopod cell types. **(A)** UMAP (Uniform Manifold Approximation and Projection) plot of Day 2 culture scRNAseq results demonstrate 16 different clusters of identifiable cell populations. Individual cells are color coded based on cluster and marker gene annotation denoting tenocytes (Clusters 8), osteoblasts (Cluster 5), chondrocytes (Clusters 1, 7, 9, and 13), myocytes (Cluster 10), myocyte progenitors (Cluster 12), joint interzone cells (Cluster 6), interdigital mesenchymal cells (Cluster 11), mesenchymal stromal cells (Cluster 4), immune cells (Cluster 14), erythrocytes (Cluster 15), and undefined cell types (Clusters 0, 2, 3). **(B)** Dot plots highlighting expression profiles of selected marker genes per cell type used for cluster cell identification. Colored rectangles highlight the subset of markers used to identify tenocytes (red), osteoblasts (pink), chondrocytes (purple), myocytes/myocyte progenitors (blue), joint interzone (green), interdigital mesenchyme (orange), immune cell lineages (brown) and erythrocytes (gray). Dot diameter corresponds to the percentage of cells expressing the gene in each cluster. High-Low expression is denoted by Purple-Gray bar, respectively.

Cells assigned to Cluster 4 were annotated as mesenchymal stromal cells based on their expression of *Tagln* and *S100a6* (Figure 3; Supplementary Table S2) (Marin-Llera and Chimal-Monroy, 2018; Luo et al., 2020). 

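*Tagln* and *S100a6* were both highest in osteoblast-like rebuilt Cluster 5 of Day 2, and no Day 2 cluster was named mesenchymal stromal-like. *Tagln* (ENSMUSG00000032085, chromosome 9 from 45929619 to 45936058) reached 4923 ± 184 CPM (SD, n = 2) there, a log2 fold change of 2.95 (standard error 0.11, adjusted p = 1.6e-19, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and passed the limits in 7 clusters. *S100a6* (ENSMUSG00000001025, chromosome 3 from 90612882 to 90624181) reached 2097 ± 75.6 CPM, a log2 fold change of 3.29 (standard error 0.15, adjusted p = 4.4e-17), and was enriched besides in unnamed Cluster 7, at 1882 ± 76.2 CPM. Cluster 7 held 253 cells of replicate A and 1575 of replicate B. A Day 2 cluster in which both genes were enriched received the name mesenchymal stromal-like at 2 times the resolution, without integration, and with the named genes kept among the features.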

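*Tyrobp* (ENSMUSG00000030579, chromosome 7 from 30413760 to 30417585), *Fcer1g*, *C1qa*, *C1qb*, *C1qc* and *Trem2* were each enriched in rebuilt Cluster 14 of Day 2, the smallest cluster, and in no other, by a test that has replicate A alone in this cluster. *Tyrobp* was at 3045 ± 1001 CPM (SD, n = 2) in its 20 cells of replicate A and 8 of replicate B, and *Fcer1g* at 2246 ± 169 CPM. The levels of *C1qa*, *C1qb* and *C1qc* were 1624 ± 870.1 CPM, 1784 ± 281 CPM and 952 ± 208 CPM, and that of *Trem2* was 849 ± 193 CPM. These immune-like cells made up 0.212% of replicate A and 0.0485% of replicate B.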

An immune cell cluster, Cluster 14, was also identified in the Day 2 cultures based on the expression of *Tyrobp*, *Fcer1g*, *C1qa*, *C1qb*, *C1qc*, and *Trem2* (Figure 3; Supplementary Table S2) (Chen et al., 2021; Liang et al., 2021; Qiu et al., 2021; Dong et al., 2022). Cells assigned to Cluster 15 were annotated as erythrocytes based on their expression of *Hbby-y* and *Hba-x* (Figure 3; Supplementary Table S2) (Holdener-Kenny and Weaver, 1986; Alhashem et al., 2011; Chatterjee et al., 2016). 

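*Hbb-y* (ENSMUSG00000052187, chromosome 7 from 103851749 to 103853216) and *Hba-x* were enriched in rebuilt Cluster 13, which comprised 22 and 10 cells of Day 2 replicates A and B, and in no other cluster. *Hbb-y* made up 18225 CPM of the cluster in replicate A and 52400.5 CPM in replicate B, and *Hba-x* 2320.5 and 13319.7 CPM. A UMI of *Hbb-y* was present in 50.0% of these cells, at a median of 1469 and 1455 UMIs per cell, and in 1.65% of the cells of tenocyte-like Cluster 9 at a median of 26579 and 29379. In the whole libraries *Hbb-y* was at 46.3 ± 33.5 CPM at Day 2, and 0 UMIs of *Hbb-y* or *Hba-x* were counted in the filtered cells of Day 7 and Day 10. At 0.5 times the resolution, with 20 dimensions and without integration, fewer than 25% of the cells of the most similar cluster had a UMI of either gene, and neither was called. The cells shared with Cluster 13, over the union of both clusters, were 0.0282, 0.0120 and 0.0349 in that order. Cluster 13 was thus absorbed into larger clusters, and the lost calls say little about the genes.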

Cells assigned to Clusters 0, 2, and 3 could not be annotated due to a lack of enrichment of informative markers (Figure 3; Supplementary Table S2).

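Rebuilt Clusters 0, 2, 3, 7 and 8 of Day 2 could not be named, and together they held 28.8% of the cells of replicate A and 69.1% of replicate B. Cluster 0 had a median of 1744 and 1931 UMIs per cell in replicates A and B, and Cluster 8 had 2841 and 3282 UMIs with a median mitochondrial share of 13.3%. Cluster 3 was led by histone genes, at 24999 and 29709.5 UMIs per cell, above the median of both libraries. In Cluster 2 the leading genes were *Gm26771*, *Ulk4* and *Mab21l2*, and in Cluster 7 they were *Ankrd1*, *Krt19* and *2200002D01Rik*.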

A comparison of the Day 2 scRNAseq datasets indicated high reproducibility of digit developmental programs in independent DID cultures with cell-type-specific gene expression consistently reproduced between replicates for the 49-member gene list selected to capture six distinct autopod developmental trajectories including: digits and carpal elements, perichondrium, interdigital tissues, joints, fetal muscle, and tendons (Figure 3, Supplementary Figures S1, S2). 

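Because the paper's own list of genes is given only in figures, the 47 cell-type markers named in its text were compared between libraries, as log2(CPM + 1) over all filtered cells. Between Day 2 replicates A and B, Pearson's r across these genes was 0.984 and Spearman's rho 0.988, with the caveat that genes are not independent replicates and no test was made. Libraries of different time points gave an r between 0.533 and 0.961 over 12 pairs. *Hbb-y* differed most between the Day 2 replicates, by 1.62 on the log2 scale, and 3 of the 47 genes differed by more than 2-fold. Of the alternatives tried, a pseudocount of 10 CPM moved the lowest r within a time point most, to 0.989, and 1 of 0.1 CPM lowered it to 0.981. The paper concludes that the developmental programs of the DID cultures are highly reproducible, from the expression of its own list per cluster in both replicates. The correlations here are over whole libraries and do not test whether expression is specific to a cell type.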

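To compare replicates, the share of replicate B's filtered cells in each rebuilt Day 2 cluster was divided by the share of replicate A's. The ratio lay within 1.5-fold of equality in 1 of the 15 clusters, was higher in 4 (Clusters 0, 2, 7 and 11) and lower in 10. It ranged from 0.229 in Cluster 14 to 17.1 in Cluster 2, and the 4 clusters with an excess of replicate B held 8.26% of replicate A and 62.2% of replicate B. Among cells with at least 3000 UMIs the same 4 clusters held 4.48% and 38.8%. Chondrocyte-like cells made up 30.0% of replicate A and 12.6% of replicate B, joint interzone-like cells 13.6% and 4.92%, and tenocyte-like cells 5.79% and 2.55%. Because the shares of a library add up to 100%, the excess in the 4 clusters by itself lowers the shares of replicate B in the others. In all, 51.1% ± 28.5 (SD, n = 2) of the Day 2 cells fell in a named class. Such shares were described and not tested.

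**Figure D1:**
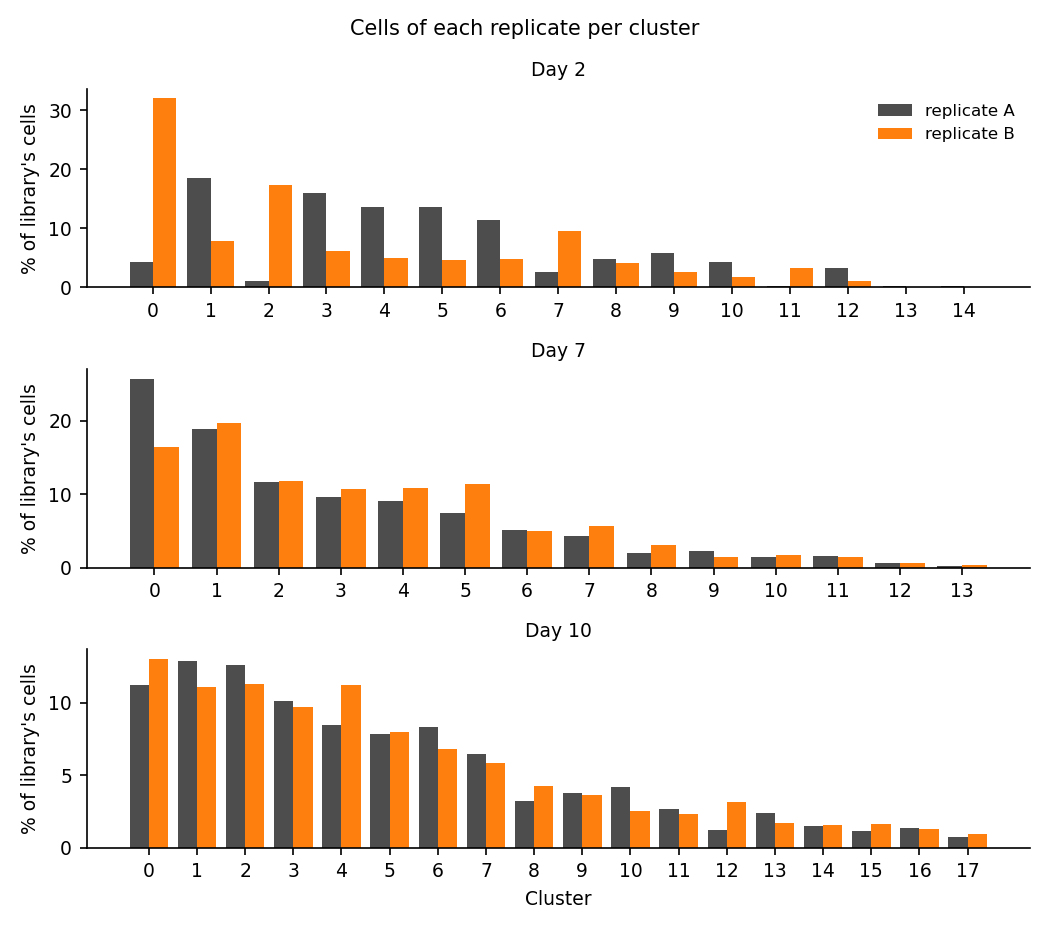
Share of each library's filtered cells (%) in every rebuilt cluster at Day 2, Day 7 and Day 10 (n = 1 library per bar, replicate A grey, replicate B orange). At Day 2 Clusters 0, 2, 7 and 11 lie higher in replicate B, by up to 17.1-fold in Cluster 2, whereas at Day 10 the replicates lie within 1.5-fold of each other in 16 of 18 clusters.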

The contribution of cells expressing cluster-specific genes was quite similar between replicate Day 2 DID libraries indicating a reproducible developmental program is produced by the DID system with the exception of Clusters 0, 3, 4, and 10 which exhibited a higher percentage of cells contributed from replicate B (Supplementary Figure S1).

### 3.3 Distinct autopod musculoskeletal tissues and structures are present in day 7 DID cultures

To determine whether distinct musculoskeletal tissues and structures are maturing in the DID system, we next analyzed the integrated scRNAseq datasets from Day 7 replicate libraries. 

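For a view of the change since Day 2 that needs no clusters, UMIs were summed per library over all filtered cells, and the 18987 genes kept by edgeR's filter on low counts were tested across the 6 libraries. Between Day 2 and Day 7, 6772 genes rose and 6570 fell at an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Among the largest changes were those of *Ucma* (log2 fold change 10.24), *Snorc* (8.97), *Comp* (8.45) and *Matn1* (7.74). *Matn1* rose from 7.83 ± 1.53 CPM (SD, n = 2) at Day 2 to 1673 ± 73.7 CPM at Day 7. Library size without TMM factors moved the comparison most in its direction, with 4647 genes higher and 9325 lower and a shift of the median log2 fold change of -0.28, and with any 1 of the 6 libraries left out the number of genes called stayed between 11500 and 13226.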

Unbiased cell clustering based on gene expression was performed on the high-quality cells that remained after standard quality control and read filtering was performed in Seurat (Supplementary Table S1) as described (Butler et al., 2018; Stuart et al., 2019).

Integrated cell clustering analysis for the two Day 7 DID libraries revealed 19 discrete populations represented by Clusters 0–18 (Figure 4; Supplementary Table S2). 

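Of the 14 rebuilt Day 7 clusters, 8 were named, namely 2 chondrocyte-like clusters and 1 each that was osteoblast-like, joint interzone-like, tenocyte-like, mesenchymal stromal-like, myocyte-like and immune-like. The largest, Cluster 0, held 3467 and 2031 cells of replicates A and B, and the smallest, Cluster 13, held 28 and 43. At 0.5 times the resolution 9 clusters were found and at 2 times the resolution 22, while 20 dimensions, clustering without integration and the use of the named genes as features each gave 14. Named classes took in 58.9% ± 6.37 (SD, n = 2) of the cells, a share that rose to 84.6% when the named genes were kept among the features and fell to 44.8% at 2 times the resolution.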

Cells assigned to Cluster 9 were annotated as tenocytes based on their expression of *Scx*, *Tnmd*, and *Col3a1* (Shukunami et al., 2006; Shukunami et al., 2018; Qi et al., 2020). 

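In rebuilt Cluster 7 of Day 7, named tenocyte-like, with 589 and 697 cells in replicates A and B, *Tnmd* reached 97.7 ± 1.33 CPM (SD, n = 2), a log2 fold change of 4.05 (standard error 0.20, adjusted p = 1.3e-16, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). No other Day 7 cluster was enriched for *Tnmd*, and its UMIs were found in 33.0% of Cluster 7 cells (median 16192 and 16200 UMIs) against 3.08% of the deeper cells of chondrocyte-like Cluster 1. *Scx* was at 52.6 ± 2.58 CPM in Cluster 7, with a log2 fold change of 1.34 (standard error 0.12, adjusted p = 3.9e-11), below the 87.2 ± 0.588 CPM of osteoblast-like Cluster 2. For *Col3a1* the level in Cluster 7 was 1086 ± 29.1 CPM, a log2 fold change of 1.39 (standard error 0.16, adjusted p = 1.3e-08), and 3 other clusters were enriched for it. At 0.5 times the resolution the closest cluster, with 0.335 of the union of both clusters shared, kept a log2 fold change of 3.34 for *Tnmd* but fell under the share limit.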

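*Cnn1*, *Igfbp7* and *Spp1* were enriched in rebuilt Cluster 2 of Day 7, with 1568 and 1450 cells in replicates A and B, which took the name osteoblast-like although its 10 leading genes hold none of that list and hold *Tagln* of the stromal one. *Spp1* was highest there, at 1537 ± 63.3 CPM (SD, n = 2) and a log2 fold change of 2.77 (standard error 0.15, adjusted p = 1.0e-16, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Cnn1* reached 283 ± 9.75 CPM, with 2.76 (standard error 0.10, adjusted p = 1.6e-20), and *Igfbp7* 1042 ± 4.21 CPM, with 1.97 (standard error 0.14, adjusted p = 2.3e-13). All 3 genes were also enriched in Clusters 6, 8 and 10, and *Cnn1* was highest in Cluster 8, at 467 ± 89.7 CPM. *Wnt10a* (ENSMUSG00000026167, chromosome 1 from 74791516 to 74804179) and *Stmn2* (ENSMUSG00000027500, chromosome 3 from 8509360 to 8561606) were enriched in no Day 7 cluster. In Cluster 2 they stood at 5.90 ± 0.0907 CPM and 54.8 ± 1.60 CPM, with a UMI in 8.68% and 8.75% of cells at a median of 29886 and 30499 UMIs, against 0.241% and 2.11% of chondrocyte-like Cluster 1 at 27289 and 26825. Without the share limit both were enriched in Cluster 2.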

Cells assigned to Clusters 5, 7, and 12 were annotated as osteoblasts based on their expression of *Cnn1*, *Igfbp7*, *Spp1*, *Wnt10a*, and *Stmn2* (Figure 4; Supplementary Table S2) (Moore et al., 1991; Chiellini et al., 2008; Cawthorn et al., 2012; Su et al., 2013; Wu et al., 2019; Lu et al., 2020). 

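All of *Wwp2*, *Col9a1*, *Col2a1*, *Matn4*, *Acan*, *Mia*, *Ostn*, *Matn1*, *Snorc* and *Ihh* were enriched in rebuilt Cluster 1 of Day 7, which was named chondrocyte-like and comprised 2549 and 2423 cells of replicates A and B. *Ihh* (ENSMUSG00000006538, chromosome 1 from 74945315 to 74951672) was enriched in Cluster 1 alone, at 32.3 ± 1.82 CPM (SD, n = 2) and a log2 fold change of 3.24 (standard error 0.11, adjusted p = 6.4e-22, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and its UMIs were found in 29.3% of these cells and in 4.01% of osteoblast-like Cluster 2, which has a similar depth. *Matn1* and *Snorc* reached 3204 ± 36.5 CPM and 2208 ± 58.6 CPM, and *Ostn* 90.6 CPM in replicate A and 92.0 CPM in replicate B, a log2 fold change of 2.64 (standard error 0.07, adjusted p = 4.7e-24). *Col2a1* and *Acan* were highest in the second chondrocyte-like cluster, Cluster 4, at 22645 ± 5317 CPM and 2943 ± 719 CPM. Cluster 4 had 1230 and 1335 cells with a median of 5456.5 and 4993 UMIs, of which 16.1% were mitochondrial.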

Cells assigned to Clusters 0, 8, 10, 13, and 16 were annotated as chondrocytes based on their expression of multiple chondrocyte markers including: *Wwp2*, *Col9a1*, *Col2a1*, *Matn4*, *Acan*, *Mia*, *Ostn*, *Matn1*, *Snorc*, *and Ihh* (Figure 4; Supplementary Table S2) (Bi et al., 1999; Makihira et al., 1999; Czarny-Ratajczak et al., 2001; Kobayashi et al., 2002; Moser et al., 2002; Rentsendorj et al., 2005; Domowicz et al., 2009; Groma et al., 2011; Heinonen et al., 2011; Yang et al., 2011). 

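*Myog*, *Ttn* and *Tnnt1* were enriched in rebuilt Cluster 12 of Day 7, named myocyte-like, which held 89 and 80 cells of replicates A and B at a median of 1590 and 1181.5 UMIs per cell. *Myog* (ENSMUSG00000026459, chromosome 1 from 134289989 to 134292548) was at 556 ± 28.9 CPM (SD, n = 2) in this cluster, with an adjusted p of 7.1e-26 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and a UMI in 31.4% of its cells, against 0.262% of chondrocyte-like Cluster 1 at more than 10 times the depth. *Tnnt1* was at 3059 ± 1147 CPM and *Ttn* at 2083 CPM in replicate A and 7562 CPM in replicate B. *Myod1* had its highest level in Cluster 12, 251 ± 2.72 CPM, but 18.9% of the cells had a UMI of it, under the share limit. It was enriched when the sums were taken over cells with at least 3000 UMIs (log2 fold change 12.83), without integration and without the share limit. *Myf5* was enriched in no cluster, with 0.572 ± 0.808 CPM in Cluster 12 and at most 3.89 CPM in any cluster.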

Cells assigned to Cluster 14 were annotated as myocytes or myocyte progenitors based on their expression of *Myod1*, *Ttn*, *Myf5*, *Myog*, and *Tnnt1* (Figure 4; Supplementary Table S2) (Bi et al., 1999; Makihira et al., 1999; Czarny-Ratajczak et al., 2001; Moser et al., 2002; Rentsendorj et al., 2005; Domowicz et al., 2009; Groma et al., 2011; Heinonen et al., 2011; Yang et al., 2011).

**FIGURE 4:**
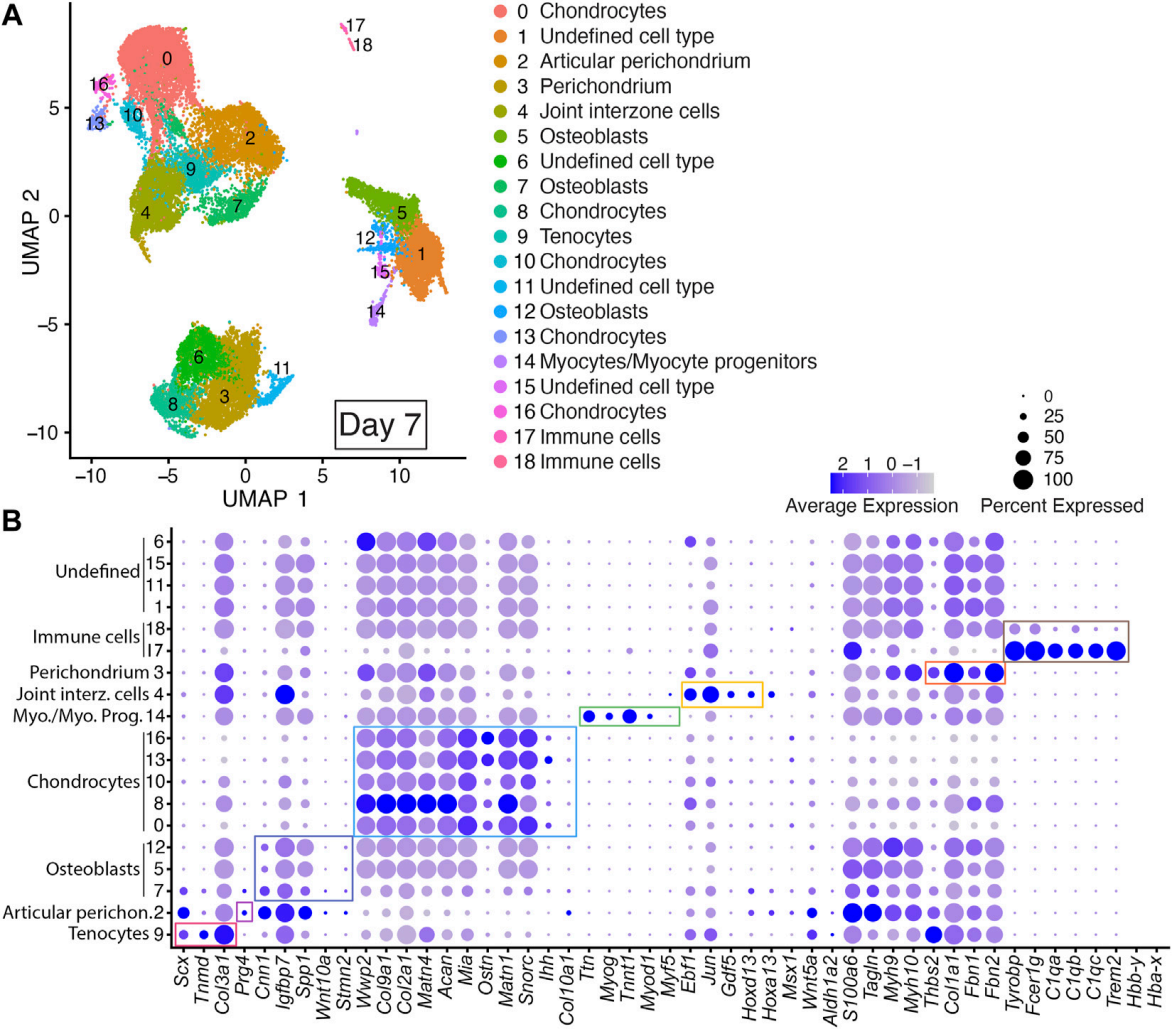
scRNAseq analysis of Day 7 *in vitro* cultures identifies multiple early autopod cell types. **(A)** UMAP (Uniform Manifold Approximation and Projection) plot of Day 7 culture scRNAseq results demonstrate 19 different clusters of identifiable cell populations. Individual cells are color coded based on cluster and marker gene annotation denoting tenocytes (Cluster 9), articular perichondrium (Cluster 2), osteoblasts (Clusters 5, 7 and 12), chondrocytes (Clusters 0, 8, 10, 13, and 16), myocytes/myocyte progenitors (Cluster 14), joint interzone cells (Cluster 4), perichondrium (Cluster 3), immune cell lineages (Clusters 17 and 18) and undefined cell types (Clusters 1, 6, 11, and 15). **(B)** Dot plots highlighting expression profiles of selected marker genes per cell type used for cluster cell identification. Colored rectangles highlight the subset of markers used to identify tenocytes (red), articular perichondrium (pink), osteoblasts (purple), chondrocytes (blue), myocytes/myocyte progenitors (green), joint interzone cells (yellow), perichondrium (orange), and immune cell lineages (brown). Dot diameter corresponds to the percentage of cells expressing the gene in each cluster. High-Low expression is denoted by Purple-Gray bar, respectively.

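Rebuilt Cluster 5 of Day 7 comprised 1009 and 1408 cells of replicates A and B, was led by *Osr2* and *Rarres2*, and was named joint interzone-like. *Jun* (ENSMUSG00000052684, chromosome 4 from 95049034 to 95052222) was highest in this cluster, at 524 ± 3.18 CPM (SD, n = 2), with a log2 fold change of 1.92 (standard error 0.09, adjusted p = 1.0e-17, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Hoxa13* and *Ebf1* were enriched there too, at 31.0 ± 0.346 CPM and 245 ± 28.2 CPM, with log2 fold changes of 2.03 and 1.45. The same number of dissociation-response genes as at Day 2, 8 of 11, was enriched in Cluster 5, which bears on *Jun*.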

Cells assigned to Cluster 4 were annotated as joint interzone based on their co-expression of several joint interzone markers including: *Jun*, *Gdf5*, and *Hoxd13* (Figure 4; Supplementary Table S2) (Storm and Kingsley, 1999; Kan and Tabin, 2013; Chen et al., 2016; Shwartz et al., 2016). 

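The 4 genes *Thbs2* (ENSMUSG00000023885, chromosome 17 from 14665500 to 14694235), *Col1a1* (ENSMUSG00000001506, chromosome 11 from 94936224 to 94953042), *Fbn1* (ENSMUSG00000027204, chromosome 2 from 125300594 to 125507993) and *Fbn2* (ENSMUSG00000024598, chromosome 18 from 58008623 to 58210487) were together enriched in rebuilt Clusters 3 and 11 of Day 7. In Cluster 11, with 207 and 178 cells of replicates A and B, *Fbn2* reached 1224 ± 369.6 CPM (SD, n = 2), a log2 fold change of 1.84 (standard error 0.12, adjusted p = 6.9e-14, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Thbs2* was at 237 ± 60.9 CPM there, *Col1a1* at 7441 ± 2467 CPM and *Fbn1* at 289.9 ± 98.1 CPM, with log2 fold changes of 1.26, 1.82 and 1.18. Neither cluster was named, since none of the 4 was among its 50 leading genes, which began with *Lars2* in Cluster 3 and with cell cycle genes in Cluster 11. Their cells had a median mitochondrial share of 18.3% and 20.2%. A cluster named perichondrium-like appeared at 0.5 and at 2 times the resolution, with 20 dimensions and with the named genes kept among the features. *Thbs2* was highest in tenocyte-like Cluster 7, at 272 ± 7.53 CPM.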

Analysis of the Day 7 datasets revealed a novel cell type we annotated as perichondrium (Cluster 3) based on the expression of several perichondrial cell markers including: *Thbs2*, *Col1a1*, *Fbn2*, and *Fbn1* (Figure 4; Supplementary Figure S3, and Supplementary Table S2) (Reinhardt et al., 1996; Kyriakides et al., 1998; Bandyopadhyay et al., 2008; Charbonneau et al., 2010). Similarly, the Day 7 datasets also identified an articular perichondrium cluster, Cluster 2, based on the expression of *Prg4* (Figure 4; Supplementary Table S2) (Kozhemyakina et al., 2015; Zhang et al., 2021). 

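*Prg4* (ENSMUSG00000006014, chromosome 1 from 150449412 to 150466165) was enriched in no rebuilt cluster of Day 7. Its highest level was 97.7 ± 10.1 CPM (SD, n = 2), in osteoblast-like Cluster 2, with a log2 fold change of 3.76 (standard error 0.18, adjusted p = 1.5e-17, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) and a UMI in 20.1% of the cells, under the share limit of 25%. In chondrocyte-like Cluster 1, at a like depth, 2.67% of the cells had a *Prg4* UMI. At 2 times the resolution an unnamed cluster passed the limits for *Prg4*, with a log2 fold change of 4.25, and so did Clusters 2, 3, 6 and 10 without the share limit. No Day 7 cluster was named articular perichondrium-like from *Prg4*, *Creb5*, *Cilp* and *Dpt* under any of the clusterings. The name needs 3 enriched markers, and *Cilp* and *Dpt* were enriched in no rebuilt cluster, so its absence decides nothing about such cells.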

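*Tyrobp* reached 1675 ± 138 CPM (SD, n = 2) in rebuilt Cluster 13 of Day 7, which was named immune-like and held 28 and 43 cells of replicates A and B. *Fcer1g* was at 1976 ± 25.0 CPM in it, *C1qa* at 727 ± 48.7 CPM, *C1qb* at 525 ± 52.7 CPM, *C1qc* at 365 ± 55.0 CPM and *Trem2* at 498 ± 23.4 CPM. Each of these 6 genes was enriched in Cluster 13 and in no other Day 7 cluster, with adjusted p-values of at most 2.5e-27 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Cluster 13 made up 0.208% of replicate A and 0.348% of replicate B.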

Cells assigned to Clusters 17 and 18 were annotated as immune cell types based on their co-expression of *Tyrobp*, *Fcer1g*, *C1qa*, *C1qb*, *C1qc*, and *Trem2* (Figure 4; Supplementary Table S2) (Chen et al., 2021; Liang et al., 2021; Qiu et al., 2021; Dong et al., 2022). Cells assigned to Clusters 1, 11, and 15 could not be annotated due to a lack of enrichment of informative markers in the Day 7 scRNAseq datasets (Figure 4; Supplementary Table S2).

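At Day 7 the rebuilt Clusters 0, 3, 6, 9, 10 and 11 remained without a name, with 45.7% of the cells of replicate A and 36.6% of replicate B. Clusters 0, 3 and 9 were led by mitochondrial genes or by *Lars2*, *Gm42418* and *AY036118*, and their median depths were 1191 and 1216, 5088 and 4648 and 1554 and 1495 UMIs per cell in replicates A and B. Genes of the cell cycle led Clusters 6 and 10, at 35528 and 37441 and 29024 and 28902 UMIs per cell, and Cluster 11.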

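In 9 of the 14 rebuilt Day 7 clusters, the share of the cells of replicate B lay within 1.5-fold of that of replicate A, with 3 clusters above and 2 below this range. The extremes were 0.628 in Cluster 9 and 1.68 in Cluster 13. Cluster 2 formed 11.6% of replicate A and 11.7% of replicate B, chondrocyte-like cells 28.0% and 30.4%, tenocyte-like cells 4.37% and 5.65%, myocyte-like cells 0.660% and 0.648%, and joint interzone-like cells 7.48% and 11.4%. Across the 47 named markers the Day 7 replicates had a Pearson's r of 0.994 and a Spearman's rho of 0.985. *Tnnt1* differed most between them, by 1.82 on the log2 scale, and 2 of the 47 genes differed by more than 2-fold.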

A comparison of the Day 7 scRNAseq datasets confirmed high reproducibility of the digit developmental programs at this time point with a well-balanced contribution of cells expressing canonical markers of digit, perichondrium, interdigital tissues, joint interzone, fetal muscle, and tendons in each replicate (Figure 4, Supplementary Figures S1, S3). 

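The values of replicates A and B are given in that order for the rebuilt Day 7 clusters. In tenocyte-like Cluster 7, *Tnmd* was at 98.6 and 96.7 CPM, *Scx* at 50.7 and 54.4 CPM and *Col3a1* at 1107 and 1066 CPM. Joint interzone-like Cluster 5 had 66.5 and 86.7 CPM of *Gdf5*, 225 and 265 CPM of *Ebf1* and 30.8 and 31.3 CPM of *Hoxa13*. *Prg4* in Cluster 2 was at 105 and 90.5 CPM. Cluster 11, 1 of the 2 clusters enriched for all 4 perichondrium markers, had 280.1 and 194 CPM of *Thbs2*, 9186 and 5696 CPM of *Col1a1*, 359 and 220.5 CPM of *Fbn1* and 1486 and 963 CPM of *Fbn2*.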

Cell-type-specific expression of genes was also reproduced in the Day 7 replicates including *Prg4* in the articular perichondrium (Cluster 2), *Scx*, *Col3a1*, and *Tnmd* in tenocytes (Cluster 9), *Jun*, *Ebf1*, *Gdf5*, *Hoxa13*, *Hoxd13* in joint interzone (Cluster 4), and *Thbs2*, *Col1a1*, *Fbn1*, and *Fbn2* in perichondrium (Cluster 3) (Figure 4, Supplementary Figures S1, S3).

### 3.4 Musculoskeletal tissue maturation is recapitulated in day 10 DID cultures

Integrated cell clustering analysis of the two Day 10 DID libraries revealed 16 discrete populations represented by Clusters 0–15 (Figure 5 and Supplementary Table S2). 

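The Day 10 cells fell into 18 rebuilt clusters, of which 10 were named: 4 chondrocyte-like, 2 tenocyte-like, 2 osteoblast-like, 1 mesenchymal stromal-like and 1 immune-like. No cluster was named myocyte-like, joint interzone-like or interdigital mesenchyme-like at this time point. Cluster 0 was the largest, with 1161 cells of replicate A and 1294 of replicate B, and Cluster 17 the smallest, with 80 and 98. There were 11 clusters at 0.5 times the resolution and 30 at 2 times the resolution.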

Cells assigned to Clusters 1 and 12 were identified as tenocyte clusters based on their expression of *Tnmd*, *Scx*, and *Col3a1* (Figure 5; Supplementary Table S2) (Shukunami et al., 2006; Shukunami et al., 2018; Qi et al., 2020). 

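Rebuilt Clusters 2 and 5 of Day 10 were named tenocyte-like, with 1304 and 1120 and 816 and 792 cells in replicates A and B. In Cluster 2, *Scx* reached 126 ± 1.31 CPM (SD, n = 2), a log2 fold change of 2.25 (standard error 0.08, adjusted p = 7.5e-19, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and *Tnmd* 65.7 ± 1.94 CPM, a log2 fold change of 2.75 (standard error 0.13, adjusted p = 1.7e-16). *Col3a1* was at 1059 ± 72.3 CPM there, with 0.66 (standard error 0.11, adjusted p = 9.0e-06), and was highest in unnamed Cluster 0, at 2218 ± 646 CPM. Cluster 5 had 62.2 ± 1.07 CPM of *Tnmd* (log2 fold change 2.60) and was not enriched for *Scx*. A *Tnmd* UMI was found in 32.7% of the cells of Cluster 2 (median 30328 and 29704 UMIs) and in 16.5% of those of osteoblast-like Cluster 6 (median 45781 and 45613.5). Over the whole libraries *Tnmd* rose from 17.7 ± 1.98 CPM at Day 7 to 27.3 ± 1.94 CPM at Day 10, a log2 fold change of 0.63 (standard error 0.14, adjusted p = 0.0052).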

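Rebuilt Cluster 1 of Day 10, with 1333 and 1103 cells of replicates A and B, was enriched for all 11 of *Wwp2*, *Col9a1*, *Col2a1*, *Acan*, *Matn1*, *Matn4*, *Mia*, *Ostn*, *Snorc*, *Col10a1* and *Ihh*. *Ihh* was highest there, at 114 ± 11.7 CPM (SD, n = 2) and a log2 fold change of 4.82 (standard error 0.11, adjusted p = 3.4e-25, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with a UMI in 52.0% of the cells at a median of 36689 and 33505 UMIs, against 3.63% of the deeper cells of osteoblast-like Cluster 6. Clusters 8, 9 and 13 were named chondrocyte-like as well, and *Col2a1* and *Acan* were highest in Cluster 9, at 42373 ± 2111 CPM and 5729.6 ± 316 CPM. Clusters 8 and 9 had a median mitochondrial share of 25.5% and 13.5%, and in Cluster 13 65.3% of the cells were among those with the highest Scrublet scores. At least 97.7% of the cells of every Day 10 cluster had a *Col2a1* UMI, yet tenocyte-like Cluster 5 had at least 3.49 times as many per cell as osteoblast-like Cluster 6. Tenocyte-like Cluster 2 had 9.91 and 11.4 per cell in replicates A and B, against 12.0 and 12.4 in Cluster 6.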

Cells assigned to Clusters 0, 8, and 9 exhibited significant enrichment of *Wwp2*, *Col9a1*, *Col2a1*, *Acan*, *Matn1*, *Matn4*, *Mia*, *Ostn*, *Snorc*, *Col10a1*, and *Ihh*, indicating a chondrocyte/growth plate chondrocyte lineage (Figure 5, Supplementary Table S2) (Apte et al., 1992; Bi et al., 1999; Czarny-Ratajczak et al., 2001; Moffatt et al., 2007; Heinonen et al., 2011; Yang et al., 2011; Schmid and Bosserhoff, 2014). 

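*Spp1*, *Wnt10a*, *Igfbp7*, *Cnn1* and *Stmn2* were all enriched in rebuilt Cluster 6 of Day 10, which was named osteoblast-like and held 863 and 680 cells of replicates A and B. *Spp1* was at 3541 ± 19.5 CPM (SD, n = 2) there, a log2 fold change of 2.13 (standard error 0.14, adjusted p = 3.2e-14, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), *Cnn1* at 437 ± 1.78 CPM, with 3.34 (standard error 0.08, adjusted p = 1.3e-23), and *Igfbp7* at 1396 ± 238 CPM. *Wnt10a* and *Stmn2* were highest in the other osteoblast-like cluster, Cluster 12, at 98.1 ± 50.0 CPM and 376 ± 82.0 CPM, with log2 fold changes of 6.02 and 4.79. In Cluster 12, which was led by *Msln* and *Rspo1* and drew 124 cells from replicate A and 313 from replicate B, 72.8% of the cells had a *Wnt10a* UMI, against 1.15% in chondrocyte-like Cluster 1 at a similar depth. None of the 6 bone genes was enriched in Cluster 6 or Cluster 12, and 5 of them were enriched in unnamed Cluster 14.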

Cells assigned to Clusters 4, 6, 7, and 13 were annotated as osteoblasts based on significant enrichment of *Spp1*, *Wnt10a*, *Igfbp7*, *Cnn1*, and *Stmn2* (Figure 5, Supplementary Table S2) (Moore et al., 1991; Chiellini et al., 2008; Platt and El-Sohemy, 2009; Cawthorn et al., 2012; Su et al., 2013; Ozeki et al., 2016; Wu et al., 2019; Lu et al., 2020).

**FIGURE 5:**
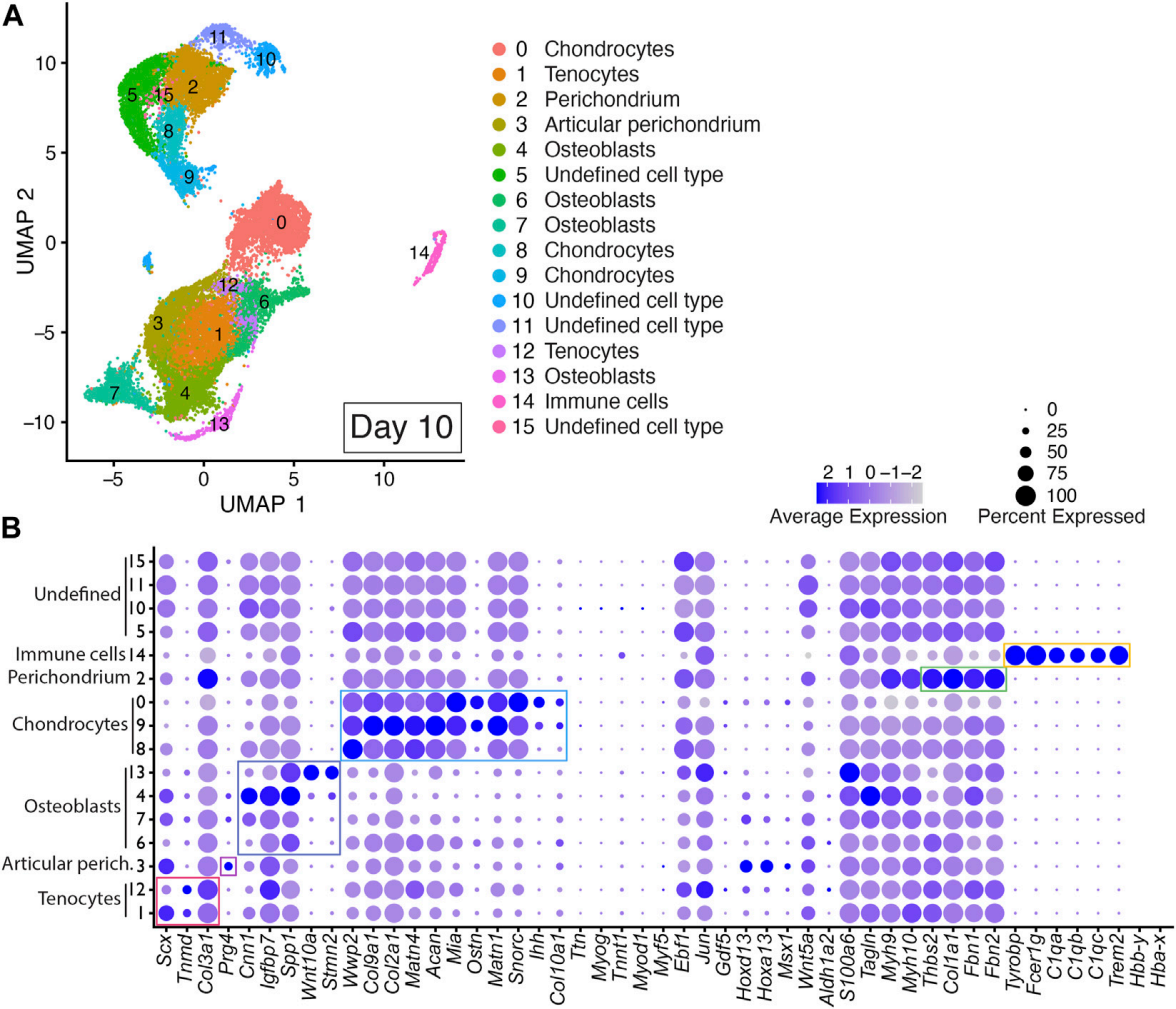
scRNAseq analysis of Day 10 *in vitro* cultures identifies multiple mature autopod cell types. **(A)** UMAP (Uniform Manifold Approximation and Projection) plot of Day 10 culture scRNAseq results demonstrate 16 different clusters of identifiable cell populations. Individual cells are color coded based on cluster and marker gene annotation denoting tenocytes (Clusters 1 and 12), articular perichondrium (Cluster 3), osteoblasts (Clusters 4, 6, 7, and 13), chondrocytes (Clusters 0, 8, and 9), articular perichondrium (Cluster 3), perichondrium (Cluster 2), immune cells (Cluster 14), and undefined cell type (Clusters 5, 10, 11, 15). **(B)** Dot plots highlighting expression profiles of selected marker genes per cell type used for cluster cell identification. Colored rectangles highlight the subset of markers used to identify tenocytes (red), articular perichondrium (pink), osteoblasts (purple), chondrocytes (blue), perichondrium (green), and immune cells (yellow). Dot diameter corresponds to the percentage of cells expressing the gene in each cluster. High-Low expression is denoted by Purple-Gray bar, respectively.

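Over all filtered cells, *Prg4* rose from 1.87 ± 0.0322 CPM (SD, n = 2) at Day 2 to 37.2 ± 9.34 CPM at Day 7 and 63.3 ± 1.60 CPM at Day 10. The log2 fold change was 4.31 (standard error 0.16, adjusted p = 7.8e-08, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) from Day 2 to Day 7 and 0.77 (standard error 0.13, adjusted p = 0.0018) from Day 7 to Day 10. At Day 10 *Prg4* was enriched in 2 rebuilt clusters, Clusters 3 and 16, neither of which was named. Both were left unnamed because *Prg4*, their leading marker, belongs to the articular perichondrium list, of which fewer than 3 genes were enriched in them.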

The presence of *Prg4*-expressing cells in Cluster 3 in Day 10 datasets indicates maturation of the digit and carpal-like structures as this marker is normally detected in postnatal articular tissues including articular perichondrium, articular cartilage and joint capsule (Kozhemyakina et al., 2015; Zhang et al., 2021). Based on this expression, Cluster 3 was annotated as articular perichondrium (Figure 5; Supplementary Table S2). 

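At Day 10, *Thbs2*, *Col1a1*, *Fbn1* and *Fbn2* were together enriched in rebuilt Clusters 0, 2, 4 and 11, and all 4 were highest in Cluster 0. *Thbs2* was at 499 ± 118 CPM (SD, n = 2) in Cluster 0, *Col1a1* at 12485 ± 3676 CPM, *Fbn1* at 378 ± 65.2 CPM and *Fbn2* at 823 ± 125 CPM. The log2 fold changes were 1.65 (standard error 0.09, adjusted p = 5.2e-16, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), 1.59 (standard error 0.11, adjusted p = 1.4e-13), 1.26 (standard error 0.09, adjusted p = 1.1e-13) and 1.55 (standard error 0.08, adjusted p = 2.0e-16). Cluster 0 had 5314 and 4274.5 UMIs per cell in replicates A and B and a median mitochondrial share of 26.3%, and like Clusters 4 and 11 it was left unnamed for a median depth more than 3 times below that of the library, with no marker among its 10 leading genes. Cluster 2 is one of the tenocyte-like clusters. No cluster was named perichondrium-like at Day 10 under any clustering.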

Cells assigned to Cluster 2 in the Day 10 datasets were annotated as perichondrium based on the robust expression of *Thbs2*, *Col1a1*, *Fbn1*, and *Fbn2* (Figure 5; Supplementary Table S2) (Claassen et al., 1995; Reinhardt et al., 1996; Kyriakides et al., 1998; Bandyopadhyay et al., 2008; Charbonneau et al., 2010). 

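Between Day 7 and Day 10, 9913 of the 18987 genes tested changed over all filtered cells, 5003 upward and 4910 downward. *Thbs2* rose from 98.6 ± 7.68 CPM (SD, n = 2) to 149 ± 7.90 CPM, a log2 fold change of 0.59 (standard error 0.07, adjusted p = 2.5e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and *Col1a1* from 1935 ± 87.9 CPM to 3565 ± 367 CPM, a log2 fold change of 0.88 (standard error 0.09, adjusted p = 1.1e-04). *Fbn1* went from 128 ± 11.8 CPM to 148 ± 4.87 CPM, with 0.20 (standard error 0.07, adjusted p = 0.033). *Fbn2* fell from 316 ± 23.8 CPM to 243 ± 17.0 CPM, a log2 fold change of -0.38 (standard error 0.08, adjusted p = 0.0037). When adjusted over the list alone, the 4 p-values in that order were 4.0e-05, 1.9e-05, 0.016 and 1.3e-03, which is not independent evidence because the study chose the genes on these samples. The rise of *Fbn1* was the least firm, with a log2 fold change of 0.13 under one common filter on cells and 0.12 without Day 7 replicate B, neither past the threshold, whereas *Fbn2* was lower at Day 10 under every alternative for the whole libraries. In the rebuilt clusters enriched for all 4 genes, a comparison chosen after the data were seen, the log2 fold changes were 0.10 for *Thbs2* (adjusted p = 0.65), -0.01 for *Col1a1* (adjusted p = 0.96), -0.54 for *Fbn1* (adjusted p = 0.062) and -1.16 for *Fbn2* (adjusted p = 1.2e-03), and the signs of *Col1a1*, *Fbn1* and *Fbn2* turned positive with other clusterings. From increased expression of the markers the paper concludes that the perichondrium matures progressively in the DID cultures.

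**Figure D2:**
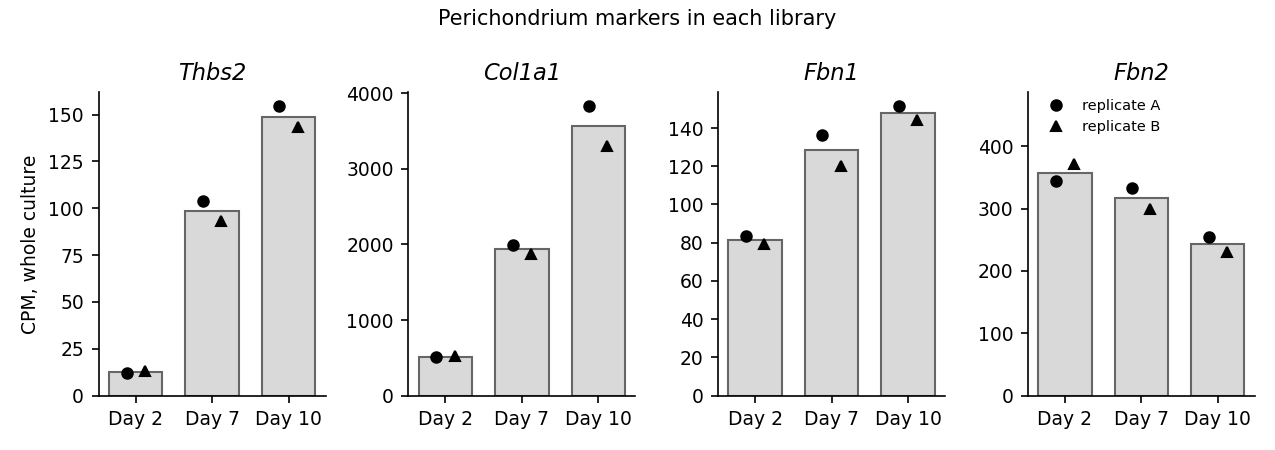
Expression of *Thbs2*, *Col1a1*, *Fbn1* and *Fbn2* (TMM-scaled CPM over all filtered cells, axis from 0) at Day 2, Day 7 and Day 10, as bars at the mean with the replicates as points (n = 2). *Thbs2*, *Col1a1* and *Fbn1* lie higher at Day 10 than at Day 7, and *Fbn2* falls from 316 to 243 CPM.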

A comparison of *Thbs2*, *Col1a1*, *Fbn1*, and *Fbn2* expression in Day 7 and Day 10 datasets revealed increased expression for every perichondrium marker at the Day 10 time point, indicating a progressive maturation of this tissue in the DID cultures (Figures 4, 5; Supplementary Table S2). Cells assigned to Cluster 14 were annotated as immune cells based on significant enrichment of *Tyrobp*, *Fcer1g*, *C1qa*, *C1qb*, *C1qc*, *Trem2* (Figure 5; Supplementary Table S2) (Chen et al., 2021; Liang et al., 2021; Dong et al., 2022). 

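In rebuilt Cluster 15 of Day 10, with 118 and 163 cells of replicates A and B, *Tyrobp* reached 2022 ± 36.9 CPM (SD, n = 2) and *Fcer1g* 2825 ± 253 CPM. *C1qa*, *C1qb* and *C1qc* were at 911 ± 241 CPM, 599 ± 223 CPM and 486 ± 164 CPM, and *Trem2* was at 748 ± 70.2 CPM. The 6 genes were enriched in this cluster, named immune-like, and in no other, with adjusted p-values of at most 4.2e-30 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Its share of the cells was 1.14% in replicate A and 1.64% in replicate B.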

Cells assigned to Clusters 5,10, 11, and 15 could not be annotated in the Day 10 datasets due to a lack of enrichment of informative markers (Figure 5; Supplementary Table S2).

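The rebuilt Day 10 clusters that could not be named were Clusters 0, 3, 4, 7, 11, 14, 16 and 17, with 42.5% of the cells of replicate A and 45.9% of replicate B. Clusters 0, 4 and 11 had a median mitochondrial share between 26.3% and 29.2%. The other 5 were led by other genes: Cluster 3 by *Adcyap1* and *Prg4*, Cluster 7 by histone genes, Cluster 14 by *Hs3st6* and *Ifitm5*, Cluster 16 by *Prg4* and genes of the cell cycle, and Cluster 17 by *Scara5* and *Car9*. Their median depths in replicates A and B were 28943 and 27180, 43590 and 41467, 34141 and 32329, 25990 and 25000 and 14167.5 and 12185.5 UMIs per cell.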

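At Day 10, Pearson's r between the replicates was 0.998 across the 47 named markers and Spearman's rho 0.997. No marker differed by more than 2-fold, and the largest difference was that of *Wnt10a*, at 0.68 on the log2 scale. With cells of at least 3000 UMIs, r within the 3 time points lay between 0.984 and 0.998.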

Analysis of replicate Day 10 DID datasets also revealed high reproducibility of the digit developmental programs in independent DID cultures with cell-type-specific gene expression consistently represented between replicates for the 49-member developmental gene list used to annotate cells contributing to digits and carpal elements, digit and carpal perichondrium, interdigital tissues, joints, fetal muscle, and tendons (Figure 5, Supplementary Figures S1, S4). The contribution of cells assigned to individual clusters continued to be well-balanced between Day 10 replicate datasets (Supplementary Figure S1). 

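The ratio of the share of replicate B's cells to that of replicate A's was within 1.5-fold of equality in 16 of the 18 rebuilt Day 10 clusters. The exceptions were stromal-like Cluster 10, at 0.603, and osteoblast-like Cluster 12, at 2.63. By class, 22.2% and 20.7% of the cells of replicates A and B were chondrocyte-like, 20.4% and 19.2% tenocyte-like and 9.50% and 9.98% osteoblast-like. Named classes covered 55.8% ± 2.40 (SD, n = 2) of the cells, and 68.1% without integration.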

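With replicate A first, the rebuilt Day 10 clusters had the following values. *Prg4* was at 197 and 255 CPM in Cluster 3 and *Col10a1* at 305 and 183 CPM in chondrocyte-like Cluster 1 and 266 and 215 CPM in chondrocyte-like Cluster 13. In chondrocyte-like Cluster 9 *Col10a1* was at 955 and 107 CPM, a larger ratio between replicates than for the other pairs given here. For the perichondrium markers in Cluster 0 the values were 582 and 415 CPM of *Thbs2*, 15085 and 9886 CPM of *Col1a1*, 425 and 332 CPM of *Fbn1* and 911 and 735 CPM of *Fbn2*.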

Cell-type-specific expression of genes indicative of musculoskeletal tissue maturation was also reproduced in the Day 10 replicates including *Prg4* in the articular perichondrium (Cluster 3), *Col10a1* in hypertrophic chondrocytes (Clusters 0, 9), and *Thbs2*, *Col1a1*, *Fbn1*, and *Fbn2* in perichondrium (Cluster 2) (Figure 5, Supplementary Figures S1, S4).

### 3.5 Recapitulation of *Epha7* expression during DID culture mesenchymal condensation

We previously established a role for *Epha7* as a mediator of limb mesenchymal condensation (Stadler et al., 2001). Based on this finding, we hypothesized that condensing mesenchyme present in Day 2 DID cultures (Figures 2, 7) would also express *Epha7*. 

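*Epha7* (ENSMUSG00000028289, chromosome 4 from 28813131 to 28967499) had its highest Day 2 level in rebuilt Cluster 1, one of the chondrocyte-like clusters, which was led by *Lum*, *Lbhd2* and *Sfrp1* and held 1753 and 1286 cells of replicates A and B. It reached 69.4 ± 1.75 CPM (SD, n = 2) there, a log2 fold change of 1.77 (standard error 0.09, adjusted p = 8.7e-15, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). A UMI was found in 54.3% of Cluster 1 cells (median 15386 and 18940 UMIs) and in 12.2% of the deeper cells of myocyte-like Cluster 12. In the other chondrocyte-like cluster, Cluster 6, it was at 18.3 ± 1.49 CPM and was not enriched. Over the whole libraries *Epha7* fell from 27.1 ± 0.929 CPM at Day 2 to 8.07 ± 0.728 CPM at Day 7, a log2 fold change of -1.75 (standard error 0.09, adjusted p = 3.6e-07), and it was enriched in no Day 7 or Day 10 cluster.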

Analysis of the scRNAseq datasets confirmed this hypothesis which detected *Epha7* as a significantly expressed marker in Day 2 cultures for chondrocyte clusters (Clusters 1 and 13) (Figure 3, Supplementary Table S2). Elevated levels of *Epha7* expression were also present in the tenocyte cluster (Cluster 8) in Day 2 cultures (Figure 3; Supplementary Figure S5).

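In tenocyte-like rebuilt Cluster 9 of Day 2, *Epha7* was at 31.3 ± 0.162 CPM (SD, n = 2) with a UMI in 48.0% of the cells. Its log2 fold change against the mean of the other clusters was 0.60 (standard error 0.15, adjusted p = 0.0031, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The third cluster enriched for *Epha7* was unnamed Cluster 3, with 30.7 ± 0.0606 CPM.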

### 3.6 DID cultures contain endothelial and angioblast progenitors

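*Cd34* was enriched in 1 rebuilt cluster of Day 10, osteoblast-like Cluster 12, at 66.7 ± 3.66 CPM (SD, n = 2) and a log2 fold change of 5.50 (standard error 0.12, adjusted p = 6.1e-25, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with a UMI in 67.7% of cells against 0.985% in chondrocyte-like Cluster 1. *Kdr* (ENSMUSG00000062960, chromosome 5 from 75932827 to 75978458) was enriched in the immune-like cells alone at Day 7 and Day 10, at 25.8 ± 17.9 CPM and 32.4 ± 8.67 CPM, with adjusted p-values of 7.5e-14 and 7.2e-18. In the Day 7 immune-like cells *Kdr* was at 13.1 CPM in replicate A and 38.5 CPM in replicate B. *Icam1* was enriched at Day 7 in tenocyte-like Cluster 7, at 23.6 ± 2.35 CPM and a log2 fold change of 1.73 (standard error 0.13, adjusted p = 6.2e-13), and in immune-like Cluster 13, with 1.77 (standard error 0.26, adjusted p = 1.2e-06). At Day 10 the clusters enriched for *Icam1* were immune-like Cluster 15, osteoblast-like Cluster 12 and unnamed Cluster 17, at 16.9 ± 2.40 CPM, 11.9 ± 1.63 CPM and 46.6 ± 10.8 CPM. Without integration the call in the Day 10 immune-like cells was lost. At Day 2, *Cd34* and *Icam1* passed the limits in immune-like Cluster 14, where the test has replicate A alone and the calls are not replicated, and *Kdr* in no cluster.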

Analysis of endothelial marker expression in the Day 2, 7, and 10 scRNAseq datasets revealed significant differential expression of several endothelial progenitor markers including *Cd34* (Day 10: Cluster 13), *Kdr* (Day 7: Cluster 17 and Day 10: Cluster 14), and *Icam1* (Day 7: Clusters 9, 17; and Day 10: Cluster 12) (Supplementary Figure S6 and Supplementary Table S2) (Fadini et al., 2006; Sidney et al., 2014; Patel et al., 2016; Patel et al., 2017). 

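*Vcam1* (ENSMUSG00000027962, chromosome 3 from 116109949 to 116129688) was highest at Day 2 in chondrocyte-like rebuilt Cluster 1, at 54.6 ± 5.92 CPM (SD, n = 2) and a log2 fold change of 2.27 (standard error 0.15, adjusted p = 1.3e-12, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). It was enriched at Day 2 in interdigital mesenchyme-like Cluster 10 as well, at 51.9 ± 7.23 CPM, and in unnamed Cluster 3. At Day 7, tenocyte-like Cluster 7 was highest, at 38.0 ± 3.30 CPM and a log2 fold change of 2.37 (standard error 0.14, adjusted p = 3.9e-15), and osteoblast-like Cluster 2 was the other cluster enriched, at 16.4 ± 0.830 CPM. Of the 8 Day 10 clusters enriched for *Vcam1*, tenocyte-like Cluster 2 had the highest level, 39.2 ± 3.62 CPM, with a log2 fold change of 1.69 (standard error 0.11, adjusted p = 1.1e-13), and the osteoblast-like Clusters 6 and 12 were among the others. A *Vcam1* UMI was found in 54.9% of the cells of Cluster 2 and in 7.80% of those of chondrocyte-like Cluster 1, which has a similar depth.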

Significant differential expression was also detected for *Vcam1* in the DID cultures at Day 2 (Clusters 1 and 11), Day 7 (Clusters 9 and 17), and Day 10 (Clusters 1, 4, 12, and 13). 

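UMIs of *Pecam1* (ENSMUSG00000020717, chromosome 11 from 106654217 to 106750628) were found in 170 cells (0.692% ± 0.189, SD, n = 2) at Day 2, 208 cells (0.809% ± 0.116, SD, n = 2) at Day 7 and 158 cells (0.781% ± 0.288, SD, n = 2) at Day 10. For *Tek* (ENSMUSG00000006386, chromosome 4 from 94739289 to 94874976) the numbers were 152 cells (0.646% ± 0.313, SD, n = 2), 31 cells (0.121% ± 0.0459, SD, n = 2) and 38 cells (0.187% ± 0.00567, SD, n = 2). *Tek* was enriched in no rebuilt cluster, and *Pecam1* in none at Day 7 or Day 10. *Pecam1* passed the limits in immune-like Cluster 14 of Day 2, with a UMI in 2 of 20 cells of replicate A and 5 of 8 of replicate B (25.0% together), but, as for every gene in that cluster, the edgeR test there has replicate A alone and the call is not replicated. No cluster was named endothelial-like from *Pecam1*, *Cdh5*, *Kdr*, *Tek*, *Emcn* and *Egfl7*.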

*Pecam1* (*Cd31*) and *Tek* (*Tie2*) were not significantly represented in any cluster cell type in the Day 2, 7, and 10 scRNAseq datasets, suggesting that maturation of limb bud vascular network has not occurred in the DID cultures (Supplementary Figure S6 and Supplementary Table S2) (Patel et al., 2016; Patel et al., 2017).

We next examined *Vegfa* which is expressed in early limb buds during mesenchymal condensation to stimulate the formation of the initial vascular network and later in maturing limbs in hypertrophic chondrocytes to direct perichondrial angiogenesis and vascularization of maturing limb skeletal tissues (Petersen et al., 2002; Zelzer et al., 2002; Eshkar-Oren et al., 2009; Takimoto et al., 2009). Analysis of the scRNAseq datasets revealed significant enrichment of *Vegfa* at Day 2 (Cluster 11), Day 7 (Clusters 4 and 8) and Day 10 (Clusters 6 and 9) (Supplementary Figure S7 and Supplementary Table S2). 

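*Vegfa* (ENSMUSG00000023951, chromosome 17 from 46016993 to 46032369) was enriched at Day 2 in interdigital mesenchyme-like rebuilt Cluster 10, its highest level, at 60.4 ± 3.96 CPM (SD, n = 2) and a log2 fold change of 1.07 (standard error 0.11, adjusted p = 2.2e-08, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Joint interzone-like Cluster 4 and tenocyte-like Cluster 9 were enriched for it too, at 41.1 ± 0.379 CPM and 36.3 ± 4.43 CPM. At Day 7 the highest level was that of joint interzone-like Cluster 5, 106 ± 6.54 CPM, with a log2 fold change of 0.97 (standard error 0.08, adjusted p = 1.7e-11), and Clusters 1, 3, 4 and 7 were enriched besides. The Day 10 clusters enriched for *Vegfa* were chondrocyte-like Clusters 8 and 9 and unnamed Clusters 4, 14 and 17, with 113 ± 1.16 CPM in Cluster 9 and 1.07 (standard error 0.08, adjusted p = 5.8e-13) as its log2 fold change. *Vegfa* UMIs were found in 57.7% of Cluster 9 cells (median 8181 and 8100 UMIs) and in 29.5% of immune-like Cluster 15 (median 21231.5 and 21616).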

Significant enrichment of the hypertrophic chondrocyte marker, *Col10a1*, was also seen in Day 10 cultures in the same clusters (Clusters 6 and 9) as *Vegfa* (Supplementary Figure S7 and Supplementary Table S2). This result is consistent with the previously identified role for *Vegfa* in hypertrophic chondrocytes during skeletal tissue vascularization (Takimoto et al., 2009). 

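*Col10a1* (ENSMUSG00000039462, chromosome 10 from 34389981 to 34397085) was enriched at Day 10 in chondrocyte-like rebuilt Clusters 1 and 13 and in tenocyte-like Cluster 5. In Cluster 1 it was at 244 ± 86.3 CPM (SD, n = 2), a log2 fold change of 2.22 (standard error 0.27, adjusted p = 2.9e-08, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), in Cluster 13 at 240.4 ± 36.3 CPM, with 2.05 (standard error 0.31, adjusted p = 4.2e-06), and in Cluster 5 at 112 ± 39.0 CPM, with 0.89 (standard error 0.32, adjusted p = 0.025). The call in Cluster 5 was lost when the cells with the highest Scrublet scores were left out. *Vegfa* was at 56.0 ± 0.536 CPM in Cluster 1 and 56.6 ± 0.657 CPM in Cluster 13 and was not called in either, so 0 rebuilt clusters were enriched for both genes. Cluster 9, which was enriched for *Vegfa*, had a log2 fold change for *Col10a1* of 3.08 (standard error 0.29, adjusted p = 2.2e-10), but 24.6% of its cells had a *Col10a1* UMI, just under the limit, and its level rested on replicate A. In osteoblast-like Cluster 6, at a median of 45781 and 45613.5 UMIs against 8181 and 8100 in Cluster 9, 26.4% of the cells had one. Clusters enriched for both genes numbered 1 at 0.5 times the resolution, 2 at 2 times the resolution and 2 without integration, and 0 with 20 dimensions and with the named genes among the features. Both genes were also enriched in Cluster 1 for cells with at least 3000 UMIs and in Cluster 9 without the share limit. Without the cells with the highest Scrublet scores, a test chosen after the values were seen, both were enriched in Clusters 1 and 13.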

Finally, the *Vegfa* receptor, *Flt1*, was also significantly expressed in Day 2 (Cluster 5) and Day 10 (Cluste 4) DID cultures (Supplementary Figure S7 and Supplementary Table S2).

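*Flt1* (ENSMUSG00000029648, chromosome 5 from 147561604 to 147726011) was enriched at Day 2 in osteoblast-like rebuilt Cluster 5 and in no other cluster, at 57.1 ± 7.36 CPM (SD, n = 2) and a log2 fold change of 3.31 (standard error 0.16, adjusted p = 1.5e-16, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Its highest Day 2 level was that of unnamed Cluster 8, 66.1 ± 33.9 CPM, where a UMI in 12.8% of cells missed the share limit. A *Flt1* UMI was found in 51.8% of the cells of Cluster 5 and in 3.59% of those of myocyte-like Cluster 12, which has a similar depth. At Day 10 it was enriched in osteoblast-like Cluster 6 alone, at 28.3 ± 1.93 CPM and a log2 fold change of 3.15 (standard error 0.09, adjusted p = 5.2e-22). No Day 7 cluster passed the limits, and the highest level was 17.0 ± 0.907 CPM in osteoblast-like Cluster 2.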

### 3.7 Expression of dorsal-ventral and anterior-posterior limb markers in DID cultures

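*Wnt7a* (ENSMUSG00000030093, chromosome 6 from 91363981 to 91411363) had UMIs in 30 filtered cells at Day 2, 4 at Day 7 and 3 at Day 10. Its level over the whole Day 2 libraries was 0.0900 ± 0.0240 CPM (SD, n = 2). In Day 2 replicate A, 18 of the cells with a UMI were among the 1287 cells of osteoblast-like Cluster 5, which has the highest depth of that library's clusters. After every cell was thinned to 1000 UMIs, no cell of any library had a *Wnt7a* UMI. No rebuilt cluster was enriched for *Wnt7a* under any alternative, including that without the share limit.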

The dorsal limb bud marker, *Wnt7a*, had no significant enrichment in any cell clusters with low or undetectable levels present the Day 2, 7, and 10 cultures (Supplementary Figure S8, Supplementary Table S2) (Parr and McMahon, 1995). In contrast, significant differential expression of the dorsal mesenchymal marker, *Lmx1b*, was detected in Cluster 8 in the Day 2 scRNAseq dataset which was annotated as the tenocyte cell cluster (Figure 3; Supplementary Figure S8, Supplementary Table S2). This finding, in conjunction with the lack of *Lmx1b* enrichment in the Day 7 and 10 DID clusters, is consistent with previous studies that identified *Lmx1b* expression in dorsal limb tendons between E13.5 and E15.5 with little or no expression in E16.5 limbs, (Dreyer et al., 2004; Qiu et al., 2009). 

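*Lmx1b* (ENSMUSG00000038765, chromosome 2 from 33560965 to 33640511) was highest at Day 2 in tenocyte-like rebuilt Cluster 9, at 28.1 ± 0.100 CPM (SD, n = 2) and a log2 fold change of 2.20 (standard error 0.18, adjusted p = 1.6e-10, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Its UMIs were found in 48.1% of the Cluster 9 cells and in 4.58% of the cells of myocyte-like Cluster 12, at a similar depth. Unnamed Cluster 3 was enriched for *Lmx1b* as well, at 19.8 ± 2.46 CPM. At 0.5 times the resolution the cluster closest to Cluster 9, with 0.161 of the union of both clusters shared, had a log2 fold change of 0.71 and was not called.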

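Over all filtered cells, *Lmx1b* fell from 13.2 ± 1.04 CPM (SD, n = 2) at Day 2 to 4.60 ± 0.486 CPM at Day 7, a log2 fold change of -1.52 (standard error 0.11, adjusted p = 2.6e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and stood at 4.57 ± 0.564 CPM at Day 10, with -1.52 (standard error 0.11, adjusted p = 1.7e-06) against Day 2. No rebuilt cluster of Day 7 or Day 10 was enriched for it, the highest levels being 10.2 ± 0.873 CPM in unnamed Cluster 3 of Day 7 and 13.7 ± 1.60 CPM in unnamed Cluster 0 of Day 10. Without the share limit, 5 clusters of each of these time points passed, among them tenocyte-like Clusters 7 of Day 7 and 2 and 5 of Day 10.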

The ventralizing factor, *En1,* also exhibited no significant enrichment in any cell clusters at any time point with low expression being detected in a small number of cells in the Day 2, 7, and 10 datasets (Supplementary Figure S8, Supplementary Table S2) (Loomis et al., 1996).

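*En1* (ENSMUSG00000058665, chromosome 1 from 120602418 to 120607992) had a UMI in 626 cells (2.64% ± 1.20, SD, n = 2) at Day 2, 128 cells (0.500% ± 0.141, SD, n = 2) at Day 7 and 138 cells (0.677% ± 0.132, SD, n = 2) at Day 10. In Day 2 replicate A the cells with a UMI were 55 of the 337 myocyte-like cells (16.3%) and 38 of the 402 interdigital mesenchyme-like cells (9.45%), against 2.33% of the chondrocyte-like and 2.10% of the osteoblast-like cells. The highest level of a Day 2 cluster was 13.8 ± 1.03 CPM (SD, n = 2), in interdigital mesenchyme-like Cluster 10. No rebuilt cluster of any time point was enriched for *En1*, and without the share limit Clusters 10 and 12 of Day 2 and Clusters 2 and 5 of Day 7 were.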

Anterior-posterior marker expression was also less established in the DID cultures with a notable absence of *Shh*-expressing cells in the Day 2, 7 and 10 scRNAseq datasets (data not shown). This result was likely caused by the omission of the *Shh*-expressing region in the dissected E11.5 limb bud tissue used to establish the DID cultures or by DID cultures modeling normal developmental decreases in *Shh* expression which occurs in limb buds older than E11.5 (Scherz et al., 2004; McGlinn and Tabin, 2006; Zhu et al., 2008). In contrast, an anterior marker of limb bud development, *Asb4*, was significantly enriched in Clusters 1, 7, and 13 in the Day 2 cultures as well as in cell numbers below the significant marker threshold in Clusters 2, 5, 6, 8, and 11 (Figure 3, Supplementary Figure S9, and Supplementary Table S2) (Yokoyama et al., 2017).

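No UMI of *Shh* (ENSMUSG00000002633, chromosome 5 from 28456815 to 28467256) was counted in the filtered Day 2 cells of either replicate. At Day 7, 4 cells had 1 UMI each and at Day 10, 1 cell had 1 UMI. The mean share of Day 7 cells with a UMI was 0.0155% and after thinning to 1000 UMIs per cell no UMI was left. It moved most, to 0.0213%, when cells with fewer than 3000 UMIs were left out.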

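*Asb4* (ENSMUSG00000042607, chromosome 6 from 5383386 to 5433022) was enriched in 5 rebuilt Day 2 clusters, namely chondrocyte-like Clusters 1 and 6, joint interzone-like Cluster 4, tenocyte-like Cluster 9 and unnamed Cluster 3. Its highest level was 191 ± 5.79 CPM (SD, n = 2) in Cluster 6, a log2 fold change of 2.75 (standard error 0.16, adjusted p = 1.5e-14, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), with a UMI in 79.2% of cells against 31.1% of the deeper cells of myocyte-like Cluster 12. Cluster 1 had 112 ± 1.72 CPM and Cluster 9 70.8 ± 3.73 CPM. From Day 2 to Day 7 the level over the whole libraries fell from a mean of 70.3 CPM to 15.1 ± 1.00 CPM, a log2 fold change of -2.22 (standard error 0.06, adjusted p = 1.1e-08).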

### 3.8 Limb developmental gene expression patterns are recapitulated by the DID system

The morphologic and transcriptomic similarities between structures forming *in vitro* and in developing digits suggests autopod development is proceeding in the DID system (Figures 2–6, Supplementary Table S2). To test this hypothesis, we examined whether temporally- and spatially-restricted limb developmental gene expression patterns are recapitulated in DID-produced tissues and structures using HCR RNA-FISH and IHC (Choi et al., 2016). Analysis of Day 2 cultures revealed robust expression of *Col2a1* in the digit-like structures similar to the expression pattern seen in E12.5 autopods (Figures 2, 6) (Metsaranta et al., 1995; Bruneau et al., 2001).

**FIGURE 6:**
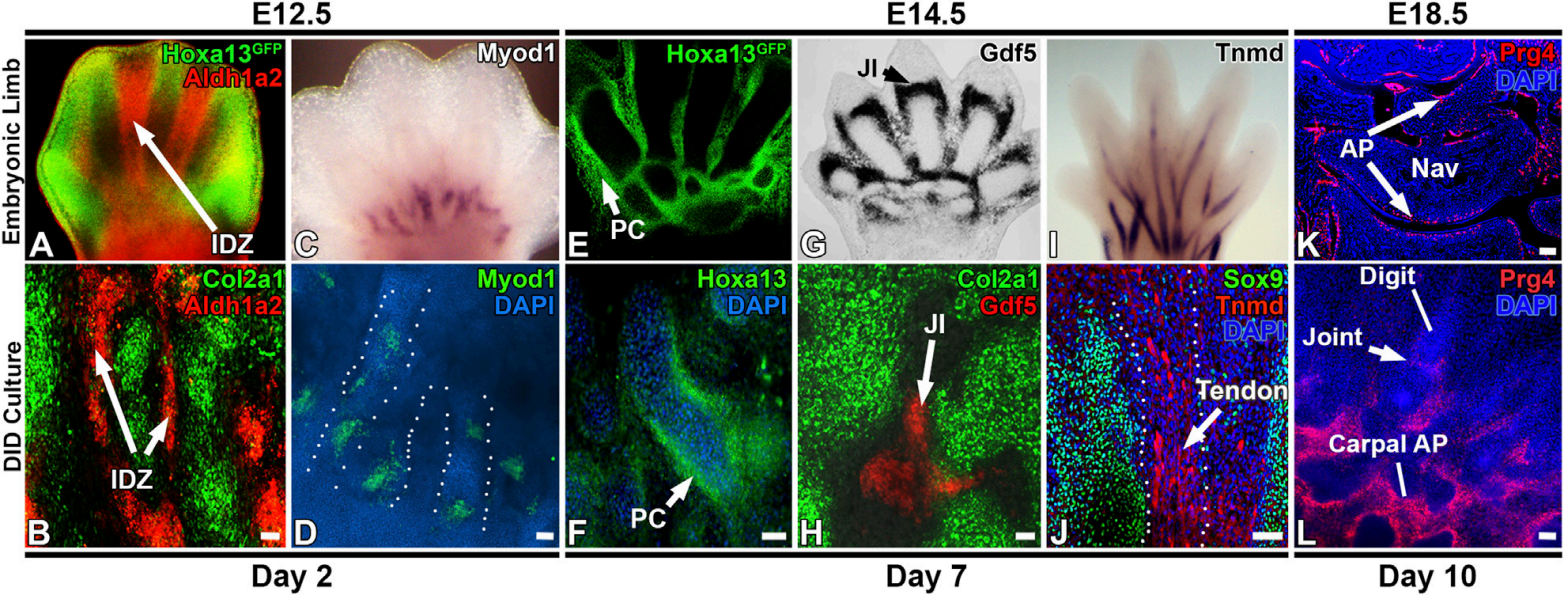
Recapitulation of digit/carpal element gene expression patterns by the DID system. **(A,B)** Day 2 cultures recapitulate digit and interdigital tissue development as detected by *Col2a1* expression in the presumptive digit condensations and *Aldh1a2* in the interdigital zones (arrows, IDZ). **(C,D)** *Myod1* expression pattern at the digit base is recapitulated in Day 2 cultures. Dashed lines depict individual digits forming in the Day DID culture in panel **(D)**. **(E,F)** Day 7 cultures recapitulate *Hoxa13* expression patterns that localize to the periphery of digit condensations. **(G)** Developmental expression of *Gdf5* in the E14.5 forelimb joint interzone (JI, arrowhead). **(H)** Day 7 DID cultures recapitulate *Gdf5* expression localizing to presumptive joint interzones between digit structures (JI, arrow). **(I)** Maturing tendons robustly express *Tnmd* in E14.5 autopods. **(J)** IHC analysis of *Sox9* and *Tnmd* expression in Day 10 DID cultures reveals robust *Tnmd* expression in maturing tendons (arrow) forming between the *Sox9*-expressing digit structures. **(K)** *Prg4* is expressed in the articular perichondrium (AP, arrows) in E18.5 carpal skeletal elements. Nav = navicular element. Rad = radius. **(L)** Day 10 cultures recapitulate the formation of digit, joint, and carpal-like skeletal elements that express *Prg4* in the articular perichondrium (AP) Bars = 50 µm.

Next, the detection of an interdigital cell cluster in the Day 2 scRNAseq analyses (Cluster 11, Figure 3), indicates digit development in the DID cultures includes the formation of interdigital zones, a key signaling tissue that mediates digit identity (Dahn and Fallon, 2000; Huang et al., 2016). To test this hypothesis, we examined the expression of *Aldh1a2*, which is robustly expressed in the interdigital tissues of E12.5 limbs (Figure 6A) (Shou et al., 2013). 

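The interdigital mesenchyme-like rebuilt cluster of Day 2 contained 402 cells of replicate A and 292 of replicate B, 4.25% and 1.77% of the cells. Its leading genes included *Rprm*, *Ifitm1*, *Meox2*, *Zic2* and *Msx1*. A cluster of this name was found at Day 2 at 0.5 and 2 times the resolution, with 20 dimensions, without integration and with the named genes kept among the features. At Day 7 and Day 10 no rebuilt cluster received it.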

Analysis of *Aldh1a2* expression in Day 2 cultures revealed a comparable pattern of expression that was restricted to the tissues between the digit-like structures, confirming the development of an interdigital zone by the DID system (Figure 6). Similarly, a myocyte progenitor cluster expressing *Myod1* was also identified in the Day 2 DID cultures (Cluster 12, Figure 3), prompting the hypothesis that autopod muscle development was recapitulated by the DID system. 

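The expression of *Myod1* over all filtered cells was 12.5 ± 2.66 CPM (SD, n = 2) at Day 2, 0.776 ± 0.618 CPM at Day 7 and 0.0849 ± 0.103 CPM at Day 10. From Day 2 to Day 7 the log2 fold change was -4.00 (standard error 0.48, adjusted p = 7.5e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and from Day 7 to Day 10 it was -3.25 (standard error 0.78, adjusted p = 0.0083). The second of these was not past the threshold with every barcode (-1.48), without Day 7 replicate A (-2.05) or without Day 10 replicate A (-2.30). Myocyte-like cells made up 3.57% of Day 2 replicate A and 4.43% of replicate B. Of these, Cluster 12, which was enriched for *Myod1*, held 3.32% and 1.14%, and Cluster 11, which was not, 0.243% and 3.29%.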

Testing this hypothesis, we characterized the expression of *Myod1* in Day 2 cultures which revealed an expression pattern similar to E12.5 limbs with *Myod1*-expressing cells localized to the base of the digit-like structures (Figure 6) (Hu et al., 2012; Wood et al., 2013).

The detection of *Myod1*-expressing tissues in Day 2 DID cultures indicates that myogenic progenitors are present in the E11.5 limbs bud tissues used to initiate the DID cultures (Figures 2, 6). While *Myod1* expression has not been detected in the distal limb bud at E11.5, the progenitors that ultimately produce *Myod1*-expressing tissue in the limb bud are thought to be present as early as E9.5, as explant cultures using E9.5 limbs robustly produced *Myod1*-expressing tissues after several days of culture (Sassoon et al., 1989). This finding is consistent with our detection of *Myod1*-expressing tissue in Day 2 cultures which we would predict is derived from pre-existing myogenic progenitors in the dissected E11.5 limb tissues used to establish the DID cultures (Figures 3, 6, and Supplementary Table S2).

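*Gdf5* was enriched in 1 rebuilt cluster of Day 7, joint interzone-like Cluster 5, at 76.6 ± 14.3 CPM (SD, n = 2) and a log2 fold change of 4.16 (standard error 0.11, adjusted p = 2.3e-24, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Its UMIs were found in 29.4% of the Cluster 5 cells (median 9437 and 8350.5 UMIs) and in 4.47% of osteoblast-like Cluster 2 (median 29886 and 30499). *Hoxd13* was highest in the same cluster, at 40.9 ± 2.17 CPM with 1.51 (standard error 0.09, adjusted p = 9.7e-16) as its log2 fold change, and Clusters 2 and 6 were enriched for it too. At 0.5 times the resolution the matching cluster had log2 fold changes of 3.41 for *Gdf5* and 0.80 for *Hoxd13*, and neither gene was called in it. Over all filtered cells, *Gdf5* fell from 18.8 ± 1.87 CPM at Day 2 to 10.5 ± 1.78 CPM at Day 7, a log2 fold change of -0.85 (standard error 0.11, adjusted p = 1.6e-04).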

In Day 7 cultures, scRNAseq analysis identified enrichment of *Jun*, *Gdf5*, and *Hoxd13* expression in Cluster 4, suggesting the formation of a joint interzone in these cultures (Figure 4) (Storm and Kingsley, 1999; Kan and Tabin, 2013; Huang et al., 2016; Capellini et al., 2017). Testing this hypothesis, we examined the expression of *Gdf5* in Day 7 DID cultures which revealed robust expression between digit segments in a pattern similar to joint interzone regions present in E14.5 limbs, confirming the formation of joint interzones in the Day 7 DID cultures (Figure 6) (Storm and Kingsley, 1999; Capellini et al., 2017). Day 7 DID cultures also recapitulated the *Hoxa13* expression pattern seen in E14.5 limbs where it localizes to the periphery of the digit-like structures (Figure 6) (Stadler et al., 2001; Villavicencio-Lorini et al., 2010; Shou et al., 2013). Characterization of *Tnmd* expression in Day 7 DID cultures revealed elongated tendon-like structures robustly expressing this mature tendon marker, recapitulating the expression seen in E14.5 autopods (Figure 6) (Shukunami et al., 2018).

Evaluation of *Col1a1* and *Thbs2* expression in Day 10 DID cultures revealed restricted expression to the flattened cell sheets surrounding the digit- and carpal-like structures, confirming the formation of a perichondrium (Figure 2). Finally, we assessed whether the digit-like tissues present in the Day 10 DID system also produce an articular perichondrium, a specialized tissue found at the epiphyses of late embryonic and postnatal skeletal elements that contributes to cells forming the articular cartilage and portions of the synovial joint capsule (Kozhemyakina et al., 2015; Zhang et al., 2021). 

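In rebuilt Cluster 3 of Day 10, led by *Adcyap1* and *Prg4* and made up of 1047 and 963 cells of replicates A and B, *Prg4* was at 226 ± 41.4 CPM (SD, n = 2), a log2 fold change of 3.79 (standard error 0.24, adjusted p = 1.4e-13, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). Cluster 16, whose other leading genes belong to the cell cycle, had 219 ± 105 CPM and a log2 fold change of 3.78 (standard error 0.31, adjusted p = 1.7e-11). A *Prg4* UMI was present in 36.0% of the cells of Cluster 3 and in 5.34% of chondrocyte-like Cluster 1, which has a higher depth. Without integration the call was lost in the cluster closest to Cluster 16, with 0.281 of the union of both clusters shared (log2 fold change 2.82). Of the other markers listed for articular perichondrium, *Creb5*, *Cilp* and *Dpt*, none was enriched in Cluster 3.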

A canonical marker of articular perichondrium, *Prg4*, was identified as robustly expressed by cells assigned to Cluster 3 in the Day 10 datasets, suggesting this tissue may be present in the Day 10 cultures (Figure 5; Supplementary Figure S4). Analysis of *Prg4* expression in Day 10 cultures and E18.5 limbs confirmed localization of this marker to the articular perichondrium surrounding the developing carpal elements, and at the base of the developing digits, with faint expression also detected in a presumptive joint field (Figure 6). This expression pattern indicates that articular cartilage development is proceeding in the Day 10 DID cultures.

### 3.9 Recapitulation of *Hoxa13* mutant limb defects in the DID system

Mutations in *Hoxa13* profoundly affect distal limb development causing reduced mesenchymal condensation, loss of digit I, as well as fusion of hindlimb digits III and IV (Figure 7) (Fromental-Ramain et al., 1996; Stadler et al., 2001; Perez et al., 2010). Recognizing the capacity of the DID system to recapitulate distal limb development, we hypothesized that it could be used to model the *Hoxa13* mutant limb phenotypes (Figure 7) (Fromental-Ramain et al., 1996; Stadler et al., 2001; Perez et al., 2010). To test this hypothesis, distal hindlimb mesenchyme expressing *Hoxa13* was isolated from heterozygous and homozygous mutant embryos using fluorescence activated cell sorting (FACS) and the *Hoxa13* ^*GFP*^ allele as described (Stadler et al., 2001). DID culture of FACS-enriched *Hoxa13* ^*GFP*^ distal limb mesenchyme from heterozygous E11.5 embryos produced numerous cell condensations by Day 2 (n = 3/3) (Figure 7). By Day 6, heterozygous DID cultures exhibited robust formation of digit-like structures similar to those produced by wild type distal limb mesenchyme (n = 3/3) (Figures 2, 7). In contrast, homozygous mutant cells placed in DID culture exhibited a delay in condensation, producing loosely organized structures in Day 2 cultures (n = 4/4) (Figure 7). By Day 6, homozygous mutant DID cultures produced noticeably larger digit-like condensations resembling digit fusions seen in homozygous mutant hindlimbs (Figure 7) (n = 3/4). Taken together these results indicate that defects in mesenchymal condensation and digit fusions exhibited by *Hoxa13* mutant mice are recapitulated by the DID system.

**FIGURE 7:**
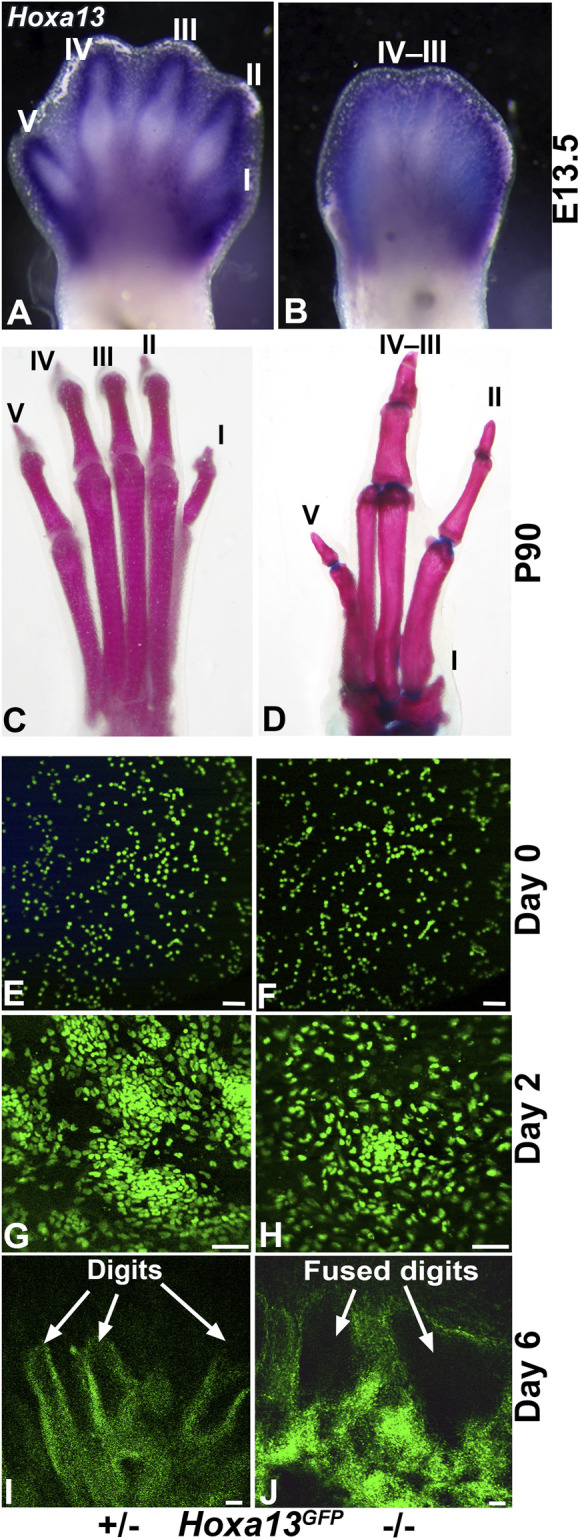
Recapitulation of the *Hoxa13* mutant limb defects by the DID system. **(A)** *Hoxa13* is robustly expressed in forelimb and hindlimb digits at E13.5 in *Hoxa13* heterozygous mutant embryos. **(B)** *Hoxa13* *^GFP^* homozygous mutant embryos exhibit poor separation of the hindlimb digits by E13.5. **(C, D)** Comparison of postnatal day 90 (P90) littermate hindlimbs reveals normal development of digits in heterozygous *Hoxa13* *^GFP^* mice compared to homozygous mutants that exhibit loss of digit I, fusion of digit III-IV phalangeal elements, and brachydactyly and phalangeal element loss in digit V. Postnatal *Hoxa13* *^GFP^* limb defects. **(E, G, I)** DID culture of *Hoxa13* *^GFP^* heterozygous mutant distal limb mesenchyme reveals normal mesenchymal condensation at Day 2 (panel **G**) and production of multiple digit-like structures by Day 6. **(F, H, J)** DID culture of *Hoxa13* *^GFP^* homozygous mutant mesenchyme reveals delayed mesenchymal condensation at Day 2 (panel **H**) followed by the production of several fused digits (panel **J**). Bars = 50 µm for panels **E–J**.

## 4 Discussion

Analysis of DID cultures indicates robust development of distal limb tissues and structures including digits, joints, perichondrium, muscles, and tendons. An essential question for the applicability of the DID system to study distal limb development is whether it effectively models stage-specific molecular and cellular processes mediating digit and joint formation. Recognizing that undifferentiated distal limb mesenchyme from E11.5 embryos was used to inoculate the DID cultures (Day 0, Figure 2), we predicted that progressive autopod development would be evident if DID cultures exhibit patterns of gene expression similar to limbs older than E11.5.

Progressive autopod development was initially confirmed in Day 2 cultures which reproduced gene expression patterns for *Aldh1a2* and *Myod1* similar to E12.5 autopods (Figure 6) (Anderson et al., 2012; Shou et al., 2013). Assignment of an E12.5 equivalency to the Day 2 time point is also supported by recent scRNAseq studies of E12.5 limbs that identified the same cell lineages as detected in our Day 2 scRNAseq datasets which included cell types annotated as muscle lineages expressing *Myod1* or as distal mesenchyme expressing *Aldh1a2* and *Hoxd13* (Figures 3, 6; Supplementary Figure S2, and Supplementary Table S2) (Desanlis et al., 2020).

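*Aldh1a2* was at 19.1 ± 0.294 CPM (SD, n = 2) over the Day 2 libraries and fell to 2.28 ± 0.193 CPM at Day 7, a log2 fold change of -3.06 (standard error 0.13, adjusted p = 1.1e-07, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Hoxd13* went from 27.3 ± 1.21 CPM to 17.2 ± 1.85 CPM, with a log2 fold change of -0.67 (standard error 0.10, adjusted p = 4.3e-04). *Myog*, also on the paper's list for myocytes, fell from 29.6 ± 7.77 CPM to 1.78 ± 1.37 CPM, with -4.05 (standard error 0.52, adjusted p = 1.2e-04).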

Progressive development of the autopod tissues beyond E12.5 was also evident in the Day 7 DID cultures which exhibited tissues and gene expression patterns similar to E13.5–14.5 autopods including: localization of *Hoxa13-*expressing cells to developing digit perichondrium, formation of joint interzones that express *Gdf5*, and the formation of tendon-like structures expressing *Tnmd* (Figure 6) (Storm and Kingsley, 1999; Stadler et al., 2001; Shou et al., 2013; Shwartz et al., 2016; Shukunami et al., 2018). Gene expression patterns present in Day 10 cultures were also indicative of additional developmental progression of the autopod tissues which we estimated to be E18.5-Postnatal Day 0, based on the expression pattern of *Prg4* in the carpal and digit articular perichondrium which is generally first detected early postnatal limbs (Kozhemyakina et al., 2015; Zhang et al., 2021).

Taken together, we conclude the DID system provides a progressive model of murine autopod development, recapitulating stage-specific formation of musculoskeletal tissues and structures. An important caveat to the DID system is that the progressive development of autopod tissues appears delayed by one (Day 2 cultures) to three days (Day 10 cultures) compared to the chronological age of the cells used to inoculate DID system. We attribute this heterochrony to the time required for dissociated E11.5 mesenchyme to reassemble and reinitiate an autopod developmental program *in vitro*.

### 4.1 New insights into models of proximal-distal limb development

In vertebrates, limb development proceeds sequentially, producing skeletal elements in a proximal to distal (P-D) manner, forming the humerus first, followed by ulna/radius, carpals, metacarpals, and finally phalangeal elements (Saunders, 1948; Summerbell et al., 1973; Tickle et al., 1975; Wolpert et al., 1975; Wolpert, 1990). While it is well-established that the apical ectodermal ridge (AER) and its production of FGFs regulate P-D limb bud outgrowth, additional studies are required to define the cellular and molecular mechanisms mediating P-D patterning and sequential development of limb skeletal elements (Saunders, 1948; Niswander et al., 1993; Cohn et al., 1995; Lewandoski et al., 2000; Dudley et al., 2002; Sun et al., 2002). To date, two models have emerged to explain how positional cell identity is established in the undifferentiated mesenchyme to facilitate P-D patterning of limb skeletal elements.

In the progress zone model, P-D specification of limb structures is determined by the time cells spend in the progress zone (PZ), an undifferentiated region of mesenchyme located in the distal limb bud (Summerbell et al., 1973; Summerbell and Wolpert, 1973). Cells spending the shortest amount of time in the PZ are specified to form proximal limb structures, whereas cells spending longer periods in the PZ form distal structures, with AER-derived FGFs functioning as the key mediator of cell specification (Summerbell and Wolpert, 1973; Tickle and Wolpert, 2002). By this model, the recapitulation of carpal and digit structures by DID cultures using PZ mesenchyme would indicate that distal structure specification is active in the DID system, requiring, at a minimum, continued expression of *Fgf4* or *Fgf8*. Analysis of *Fgf4* and *Fgf8* expression in the Day 2 cultures revealed no cells actively expressing these genes (Supplementary Table S2). This result indicates that the recapitulation of distal limb development by the DID cultures may not follow the progress zone model.

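UMIs of *Fgf8* (ENSMUSG00000025219, chromosome 19 from 45736798 to 45742915) were counted in 193 of the filtered Day 2 cells, 418 UMIs in all, which is 1.12 ± 0.504 CPM (SD, n = 2) over the whole libraries. Of these cells, 1 in replicate B held 113 *Fgf8* UMIs together with 83 UMIs of epithelial genes, and every other cell had at most 10 *Fgf8* UMIs. In tenocyte-like rebuilt Cluster 9, 30 of 547 cells of replicate A (5.48%, exact 95% interval 3.73% to 7.74%) and 24 of 420 cells of replicate B (5.71%, 3.70% to 8.38%) had an *Fgf8* UMI. In osteoblast-like Cluster 5, whose cells are deeper, the shares were 5 of 1287 (0.389%) and 2 of 755 (0.265%). The log2 fold change of *Fgf8* in Cluster 9 was 3.42 (standard error 0.69, adjusted p = 3.9e-04, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), without reaching the share limit, and when that limit was dropped Clusters 1 and 9 were enriched, Cluster 1 with 22 UMIs in replicate A and 132 in replicate B, of which 113 were in 1 cell. *Fgf4* (ENSMUSG00000050917, chromosome 7 from 144847367 to 144865243) had 8 UMIs in 3 Day 2 cells and was enriched in no cluster. Intervals cover counting error only.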

One explanation for DID cultures producing distal structures in the absence of *Fgf4* and *Fgf8* expression is the presence of FGFs in fetal calf serum used in the DID culture media. In this scenario, FGF-mediated specification of distal limb structures would be facilitated if cells used in the Day 2 DID cultures express FGF receptors. This possibility is supported by the Day 2 scRNAseq analysis that identified expression of *Fgfr1*, *Fgfr2*, and *Fgfr3* in cells annotated as chondrocytes in Clusters 1, 7, 9, and 13 (Figure 3 and Supplementary Table S2). However, while the bovine genome contains *Fgf4* and *Fgf8* orthologs, these proteins are not generally included as the endocrine FGFs present in fetal calf serum, reducing the possibility that serum-supplied FGF4 or FGF8 mediates distal limb specification to support a progress zone model of distal limb development in DID cultures (Itoh, 2010; Itoh et al., 2015; Itoh et al., 2016).

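*Fgfr3* was enriched at Day 2 in chondrocyte-like rebuilt Cluster 6, at 77.1 ± 8.04 CPM (SD, n = 2) and a log2 fold change of 3.52 (standard error 0.10, adjusted p = 4.6e-22, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment), and in unnamed Cluster 3. A UMI of it was found in 66.5% of the Cluster 6 cells and in 13.2% of the deeper cells of osteoblast-like Cluster 5. *Fgfr2* was at 189 ± 0.783 CPM in Cluster 6, with 1.74 (standard error 0.08, adjusted p = 8.7e-17), and at 89.5 ± 0.318 CPM in chondrocyte-like Cluster 1. For *Fgfr1* the level in Cluster 6 was 108 ± 4.44 CPM, a log2 fold change of 0.39 (standard error 0.10, adjusted p = 0.0039), and in Cluster 1 it was 149.7 ± 6.91 CPM. *Fgfr1* and *Fgfr2* were each enriched in 6 clusters, Clusters 1 and 6 among them, and had their highest levels in unnamed Cluster 8.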

A second model suggests that P-D patterning is specified early in the distal limb mesenchyme, allowing structures to differentiate sequentially as the limb grows out under the influence of the AER (Dudley et al., 2002; Sun et al., 2002). A critical feature of the early specification model is that lineage-restricted cell compartments should be present in the distal mesenchyme. By this model, the preferential recapitulation of carpal and digit development by DID cultures should be reflected by the presence of distally-restricted cell populations.

Lineage tracing in the developing limbs has confirmed the presence of restricted cellular compartments establishing the dorsal-ventral axis (Arques et al., 2007). However, similar analyses of the P-D axis revealed a mixture of *Hoxa11*- and *Hoxa13*-expressing cells in the distal limb (Sato et al., 2007). Based on the detection of the proximal zeugopod marker, *Hoxa11*, in a cell mixture with *Hoxa13* in the distal autopod prompted the conclusion that the early specification model may not be a well-suited mechanism for autopod patterning.

This conclusion may be premature as more recent studies have identified distally-restricted *Hoxa11* antisense long non-coding RNAs functioning as primary mediators of tetrapod digit development (Kherdjemil et al., 2016; Leite-Castro et al., 2016). Analysis of the Day 2 scRNAseq datasets identified *Hoxa11-* and *Hoxa13-*expressing cells in Cluster 6 along with expression of the *Hoxa11* antisense gene, *Hoxa11os*, supporting the premise that early specification of distal limb structures includes expression of *Hoxa11* and its antisense long non-coding RNAs (Supplementary Table S2).

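*Hoxa11* and its antisense transcript *Hoxa11os* were highest at Day 2 in interdigital mesenchyme-like rebuilt Cluster 10, where *Hoxa11* reached 70.9 ± 9.94 CPM (SD, n = 2), a log2 fold change of 1.42 (standard error 0.11, adjusted p = 2.4e-11, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). *Hoxa11os* was at 250.1 ± 15.8 CPM there, with 2.10 (standard error 0.08, adjusted p = 6.4e-18), and its UMIs were found in 84.7% of the cells. In joint interzone-like Cluster 4, *Hoxa13* was at 77.4 ± 0.347 CPM, *Hoxa11os* at 217 ± 10.4 CPM and *Hoxa11* at 31.9 ± 2.48 CPM. *Hoxa13* and *Hoxa11os* were enriched in that cluster, as in Clusters 3, 6 and 10, and *Hoxa11* was not, being enriched in Clusters 3, 5, 6 and 10.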

For DID cultures to further elucidate whether progress zone- or early specification models mediate P-D patterning of limb mesenchyme, we anticipate several future experiments. Notably, it will be essential to assess P-D patterning in DID cultures using defined growth media. By this approach, we can discern whether distal patterning of DID cultures reflects active specification of progress zone cells by exogenous FGF signaling. Next, to discern the mechanisms mediating P-D patterning in the early specification model, it will be essential to identify the role of cell surface proteins in the establishment of cell positional identity. In this context, DID cultures could be used to interrogate individual and combinatorial cell surface protein functions mediating sorting and compartmentalization of proximally- and distally-fated cell lineages.

### 4.2 DID cultures as autopod organoids

A major question regarding the DID cultures is whether they represent an autopod organoid? Traditionally, organoids were defined as tissues or structures that develop *in vitro* from stem cells or tissue progenitors using cell sorting and spatially-restricted lineage commitment to self-organize into an organ-like structure (Lancaster and Knoblich, 2014). By this definition, the DID cultures could be considered an autopod organoid as the cells dissociated from the distal mesenchyme self-assemble and organize into spatially-restricted lineages that differentiate into discrete musculoskeletal structures including digits, carpal elements, joints, muscles, perichondrium, and tendon. This designation is supported by the scRNAseq analysis of the DID cultures which detected tenocyte, myocyte, stromal, and chondrocyte progenitor populations (Figures 3–5; Supplementary Table S2).

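Mesenchymal stromal-like cells made up 1.98% and 3.13% of the cells of Day 7 replicates A and B, and 4.17% and 2.51% at Day 10. In the stromal-like rebuilt Cluster 8 of Day 7, *Tagln* was at 4682 ± 828 CPM (SD, n = 2) and *S100a6* at 6357 ± 698 CPM, with log2 fold changes of 3.90 and 3.41. This cluster had a median of 1869 and 1847 UMIs per cell, and stromal-like Cluster 10 of Day 10 had 1330 and 1339.5, below the other named clusters of that time point. In the main clustering, tenocyte-like and chondrocyte-like clusters were found at all 3 time points, and myocyte-like clusters at Day 2 and Day 7. The tenocyte-like name at Day 2 rested on 3 of 6 listed markers. It was absent at the lower resolution, with fewer dimensions, without integration and with the named genes kept among the features. It was also absent for cells with at least 3000 UMIs. At Day 7 the tenocyte-like cluster was absent at the lower resolution.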

More recently, organoids have been redefined as three-dimensional structures grown *in vitro* from stem cells that self-organize through cell sorting and spatially-restricted lineage commitment to produce organ-specific cell types (Clevers, 2016). Using these revised criteria, the DID system should not be considered an organoid, as a stem cell population was not used or identified as the facilitating cell type mediating robust recapitulation of hand/foot development in the DID cultures.

### 4.3 Do immune cell populations in the DID cultures contain osteoclasts?

Cells annotated in the DID cultures as immune cells (Figures 3–5) may also include osteoclasts, a specialized musculoskeletal cell type often thought of as the immune component of the endochondral bone (Sato et al., 2006; Schaffler et al., 2014). The progressive development of digit and carpal elements in the DID cultures support this possibility, as osteoclasts function to remodel bone to facilitate developmental growth (Sato et al., 2006; Schaffler et al., 2014; Yahara et al., 2020; Yahara et al., 2022). Interestingly, the same canonical factors used to annotate the immune cell lineages in the DID scRNAseq datasets (Figures 3–5) are also used to distinguish osteoclasts including: *Tyrobp*, *Trem2*, and *C1qa*, *C1qb*, and *C1qc*, supporting the possibility that a portion of the immune cell types present in the DID cultures may be osteoclasts (Figures 3–5) (Sato et al., 2006; Teo et al., 2012; Xia et al., 2017; Chen et al., 2021; Liang et al., 2021; Dong et al., 2022). This conclusion is supported by the developmental origins of some osteoclast lineages, which are derived from yolk sac erythromyeloid progenitors present in the embryo prior to E10.5 (Lux et al., 2008; Yahara et al., 2020; Yahara et al., 2022).

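Over all filtered cells, *Tyrobp* rose from 3.95 ± 0.653 CPM (SD, n = 2) at Day 2 to 9.59 ± 2.61 CPM at Day 7 and 31.5 ± 8.38 CPM at Day 10, a log2 fold change of 2.99 (standard error 0.23, adjusted p = 3.1e-06, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) from Day 2 to Day 10. *Trem2* went from 1.13 ± 0.325 CPM at Day 2 to 11.6 ± 2.22 CPM at Day 10, with a log2 fold change of 3.35 (standard error 0.21, adjusted p = 9.7e-07). *C1qa* was at 2.54 ± 2.38 CPM and 13.4 ± 0.284 CPM, with a log2 fold change of 2.38 (standard error 0.51, adjusted p = 0.0023). The paper holds it possible that a portion of the immune cell types of the cultures are osteoclasts.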

### 4.4 DID cultures partially model limb vasculogenesis

A key step to producing a mature vascular network in the vertebrate limb is the initial formation of a rudimentary vascular plexus derived from cells emerging from the dorsal aorta (Seichert and Rychter, 1971; 1972). The absence of an aortic source for these cells in the DID cultures provides a likely reason for the lack of *Pecam1* (*Cd31*) expression, as endothelial maturation requires the formation of a vascular plexus which is remodeled into a mature limb vascular network (Eshkar-Oren et al., 2009; Takimoto et al., 2009). It is interesting to speculate whether co-culture of dissociated limb bud mesenchyme with aortic tissues in DID cultures would facilitate the formation of the initial vascular plexus and a mature vascular network.

In maturing endochondral bones, vascular invasion is facilitated by the expression of *Vegfa* by hypertrophic chondrocytes which attracts endothelial and osteclast cell types from blood vessels proximal to the bone sheath (Takimoto et al., 2009; Kusumbe and Adams, 2014). 

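*Col10a1* over all filtered cells was at 4.19 ± 0.290 CPM (SD, n = 2) at Day 2, 31.8 ± 2.51 CPM at Day 7 and 117 ± 29.3 CPM at Day 10, with a log2 fold change of 1.88 (standard error 0.15, adjusted p = 3.7e-05, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment) from Day 7 to Day 10. *Vegfa* rose from 25.0 ± 0.297 CPM at Day 2 to 58.5 ± 1.30 CPM at Day 7, a log2 fold change of 1.23 (standard error 0.05, adjusted p = 9.4e-08), and was at 54.3 ± 1.20 CPM at Day 10, a log2 fold change of -0.11 (standard error 0.05, adjusted p = 0.082) since Day 7. That last value passed the threshold when Day 2 replicate A was left out of the fit.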

Our detection of the hypertrophic chondrocyte marker, *Col10a1*, in the same clusters as *Vegfa* in Day 10 cultures (Clusters 6 and 9) suggests that the initial step to attract endothelial and osteoclastic cell types to the digit tissues occurs independent of vascular involvement and is modeled by the DID system (Supplementary Figures S6, S7, and Supplementary Table S2). As a vascular source is not present in the DID cultures, it is likely that endothelial cells detected by the scRNAseq analysis are derived from multiple sources including: *Cd34+* mesenchymal stem cells, endothelial cells resident to the perichondrium, or from endothelial progenitors that migrate into the limb bud as early as E9.5 (Colnot et al., 2004; Tozer et al., 2007; Yvernogeau et al., 2012; Carbone et al., 2016; AbuSamra et al., 2017).

### 4.5 Modeling opportunities

A prominent feature of the DID system is its capacity to model congenital defects caused by the loss of *Hoxa13* function (Figure 6). While many of the transcriptional targets of *Hoxa13* have been identified in E11–12.5 limbs, the cellular mechanisms regulated by *Hoxa13* to facilitate digit patterning remain poorly understood (Knosp et al., 2004; Knosp et al., 2007; Shou et al., 2013; Kherdjemil et al., 2016; Sheth et al., 2016; Bastida et al., 2020; Desanlis et al., 2020; Trofka et al., 2021). In this context, the modeling of congenital defects by the DID system provides a novel tool to identify cell-specific functions of target genes that regulate the formation and pattering of digit tissues.

As *Hoxa13* was recently identified as a primary mediator of digit regeneration in urodeles (Takeuchi et al., 2022), it is interesting to speculate whether distal mesenchyme from regenerative species could be used in the DID system to rapidly identify and validate *Hoxa13* regenerative target genes. Once identified, these regenerative factors could also be evaluated as therapeutics to improve digit regeneration in mammals, whose regenerative capacity is currently limited to the distal digit tip (Han et al., 2008; Dawson et al., 2018; Dolan et al., 2018; Yu et al., 2019; Johnson et al., 2020). Recent studies investigating the regenerative capacity of more proximal digit amputations in mice indicate that the remaining tissues are competent to regenerate bone and joint tissues when provided with sequential applications of BMP2 and BMP9 (Yu et al., 2019). In this context, *in vitro* digit amputations created in the DID system could be used to rapidly develop sequential and/or combinatorial treatments to stimulate the complete regeneration of digit tissues.

The formation of a perichondrium by DID skeletal elements provides an additional opportunity to examine how periosteal tissues participate in the repair and homeostasis of bone. Recent lineage tracing studies have identified a *Dlx5*-expressing cell population in the outer fetal perichondrium as a primary cell-of-origin for postnatal bone marrow stroma with an adipocyte biased state (Matsushita et al., 2022). Upon injury, adipocyte biased cells rapidly convert to a skeletal cell state to facilitate bone repair (Matsushita et al., 2022). These findings suggest that the DID system could be used to rapidly identify factors that increase *Dlx5*-expressing cell populations in the outer perichondrium, providing an approach to develop new treatments for non-union fractures.

In summary, our analysis of the DID cultures indicates robust recapitulation of murine autopod development. Access provided by the DID system to discrete cell populations as they form specialized tissues and structures of the hand and foot represents an important advancement in how studies can be designed to interrogate the cellular and molecular mechanisms mediating limb development. As the DID system can also reproduce congenital defects, it is anticipated that this system will facilitate the development of new therapies aimed at discerning the molecular pathology of specific malformations as well as providing a new tool to identify effective therapies to stimulate the repair/regeneration of hand/foot musculoskeletal tissues impacted by congenital malformation, injury or disease.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: Gene Expression Omnibus accession number GSE221883.

# Supplementary material for: Digits in a dish: An in vitro system to assess the molecular genetics of hand/foot development at single-cell resolution
**Source:** Front Cell Dev Biol. 2023 Mar 13;11:1135025. doi: 10.3389/fcell.2023.1135025
**Supplement:** Supplementary file 1

**10 Supplemental Materials**

**Figure S1.** **Distribution of cells from replicates across cell cluster populations.** (**A**) UMAP (Uniform Manifold Approximation and Projection) plot of Day 2 culture scRNAseq results denoting Replicate A (pink) and Replicate B (blue). (**B**) UMAP plots of Day 2 culture split by Replicate A (left) and Replicate B (right). Individual cells are color coded based on cluster. (**C**) UMAP (Uniform Manifold Approximation and Projection) plot of Day 2 culture scRNAseq results denoting Replicate A (pink) and Replicate B (blue). (**D**) UMAP plots of Day 2 culture split by Replicate A (left) and Replicate B (right). Individual cells are color coded based on cluster. (**E**) UMAP (Uniform Manifold Approximation and Projection) plot of Day 2 culture scRNAseq results denoting Replicate A (pink) and Replicate B (blue). (**F**) UMAP plots of Day 2 culture split by Replicate A (left) and Replicate B (right). Individual cells are color coded based on cluster. Percentage of cells contributing to the composition of the individual clusters from Replicates A and Replicates B are listed to the right of cluster legend.

**Figure S2.** **Day 2 pattern of marker expression split by replicates.** Split dot plots highlighting expression profiles of selected marker genes per cell type used for cluster cell identification split by replicate. Red dots cells are from Day 2, Replicate A, Blue dots are from Day 2, Replicate B. Dot diameter corresponds to the percentage of cells expressing the gene in each cluster. High-Low expression is denoted by Blue-Gray- and Red-Gray bars for replicates A and B respectively.

**Figure S3.** **Day 7 pattern of marker expression split by replicates.** Split dot plots highlighting expression profiles of selected marker genes per cell type used for cluster cell identification split by replicate. Red dots cells are from Day 7, Replicate A, Blue dots are from Day 7, Replicate B. Dot diameter corresponds to the percentage of cells expressing the gene in each cluster. High-Low expression is denoted by Blue-Gray- and Red-Gray bars for replicates A and B respectively.

**Figure S4.** **Day 10 pattern of marker expression split by replicates.** Split dot plots highlighting expression profiles of selected marker genes per cell type used for cluster cell identification split by replicate. Red dots cells are from Day 10, Replicate A, Blue dots are from Day 10, Replicate B, Dot diameter corresponds to the percentage of cells expressing the gene in each cluster. High-Low expression is denoted by Blue-Gray- and Red-Gray bars for replicates A and B respectively.

**Figure S5. scRNAseq analysis of *Epha7* expression in DID cultures.**

Violin plot representations of Cluster-specific cell expression of *Epha7* in Day 2 DID cultures (**A**), Day 7 DID cultures (**B**), and Day 10 DID cultures (**C**). Asterisks denote significant differential gene expression as listed in Supplemental Table 2. Significant differential expression was determined as described in the Methods Section using the FindAllMarkers function that applied a Wilcoxon rank sum test with a minimum 0.25 log fold change between clusters and expressed in at least 25% of cells from the cluster.

**Figure S6. scRNAseq analysis of endothelial marker expression in DID cultures.**

(**A**) Violin plot representation of Cluster-specific cell expression of *Cd34* expression in Day 2, 7, and 10 DID cultures. (**B**) Violin plot representation of Cluster-specific cell expression of *Icam1* expression in Day 2, 7, and 10 DID cultures. (**C**) Violin plot representation of Cluster-specific cell expression of *Kdr* expression in Day 2, 7, and 10 DID cultures. (**D**) Violin plot representation of Cluster-specific cell expression of *Pecam1* (*Cd31*) expression in Day 2, 7, and 10 DID cultures. (**E**) Violin plot representation of Cluster-specific cell expression of *Tek* (*Tie2*) expression in Day 2, 7, and 10 DID cultures. (**F**) Violin plot representation of Cluster-specific cell expression of *Vcam1* expression in Day 2, 7, and 10 DID cultures. Asterisks denote significant differential gene expression as listed in Supplemental Table 2. Significant differential expression was determined as described in the Methods Section using the FindAllMarkers function that applied a Wilcoxon rank sum test with a minimum 0.25 log fold change between clusters and expressed in at least 25% of cells from the cluster.

**Figure S7. scRNAseq analysis of Vasculogenic markers in DID cultures.** (**A**) Violin plot representation of Cluster-specific expression of *Col10a1* in Day 2, 7, and 10 DID cultures. (**B**) Violin plot representation of Cluster-specific expression of *Vegfa* expression in Day 2, 7, and 10 DID cultures. (**C**) Violin plot representation of Cluster-specific expression of *Flt1* expression in Day 2, 7, and 10 DID cultures. Asterisks denote significant differential gene expression as listed in Supplemental Table 2. Significant differential expression was determined as described in the Methods Section using the FindAllMarkers function that applied a Wilcoxon rank sum test with a minimum 0.25 log fold change between clusters and expressed in at least 25% of cells from the cluster.

**Figure S8. scRNAseq analysis of Dorsal-Ventral limb developmental markers in DID cultures.** (**A**) Violin plot representation of Cluster-specific cell expression of *Wnt7a* expression in Day 2, 7, and 10 DID cultures. N.D.= not detected. (**B**) Violin plot representation of Cluster-specific cell expression of *En1* expression in Day 2, 7, and 10 DID cultures. (**C**) Violin plot representation of Cluster-specific cell expression of *Lmx1b* expression in Day 2, 7, and 10 DID cultures. Asterisks denote significant differential gene expression as listed in Supplemental Table 2. Significant differential expression was determined as described in the Methods Section using the FindAllMarkers function that applied a Wilcoxon rank sum test with a minimum 0.25 log fold change between clusters and expressed in at least 25% of cells from the cluster.

**Figure S9. scRNAseq analysis of Anterior limb developmental marker *Asb4* in DID cultures.** Violin plot representation of Cluster-specific cell expression of *Asb4* expression in Day 2 DID cultures (**A**), Day 7 DID cultures (**B**), and Day 10 cultures (**C**).

**Supplementary Table S1.** **Sequencing statistics and parameters used for processing.**

**Supplementary Table S2.** **Differentially Expressed Markers for Cell Clusters by Time Point.** List of the positive, differentially expressed genes using the FindAllMarkers function in Seurat for the Day 2 integrated analysis (**Tab A**), Day 7 integrated analysis (**Tab B**), Day 10 integrated analysis (**Tab C**). Column headers include Gene (NCBI gene ID), p val (unadjusted p-value), avg log_2_FC (average log_2_ fold-change among cell clusters), pct1 (percentage of cells in the cluster expressing the corresponding gene), pct2 (percentage of cells in all clusters expressing the corresponding gene). p val adj (Bonferroni corrected p-value), and cluster (cell cluster number on the associated UMAP plots).

How the deposited data were processed for this re-analysis (not part of the article)

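Single-cell RNA sequencing of DID cultures was used from 6 droplet libraries, with replicates A and B at Day 2, Day 7 and Day 10 of culture, all grown from the distal forelimb mesenchyme of E11.5 mouse embryos. The authors aligned the reads to GRCm38 and counted UMIs per gene and barcode with Cell Ranger 6.1.2, and each deposited matrix holds these UMI counts, one library per matrix, for the barcodes that were called as cells, before the filters of the Seurat analysis. All values in the matrices are whole numbers, which was checked, and no normalization had been applied. The names of 428 genes were looked up in a GRCm38 annotation, and all 428 were matched by identifier. Staining, microscopy and the images of the cultures were not analysed here, and the copy of Supplementary Table S2 that was at hand is incomplete, so no test was made on its gene lists.

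From the counts, the filters of Supplementary Table S1 were applied per library, and UMIs were summed over the cells that passed. For the whole cultures, the sums of the 6 libraries were compared between time points with edgeR 4.0.16 (filterByExpr, TMM factors and the quasi-likelihood test, all 6 libraries sharing one estimate of the spread), with Benjamini-Hochberg adjustment over the 18987 genes tested and an adjusted p under 0.05 for a call. The TMM factors lay between 0.927 and 1.14, the common biological coefficient of variation was 0.0689, and the fit had 3 residual and 5.48 prior degrees of freedom. The 4 perichondrium markers were also adjusted over their list alone. The unit of the edgeR tests is the library, so n = 2 per time point.

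Clusters were rebuilt per time point with Seurat 5.3.0 (SeuratObject 5.2.0, sctransform 0.4.2, R 4.3.3) from the filtered cells of both replicates, with SCTransform, regression on the difference between S and G2M scores, anchor integration over 3000 features, 35 dimensions and a resolution of 0.5 at Day 2 and Day 7 and 0.7 at Day 10. Genes that the paper names were removed from the features (62 at Day 2, 55 at Day 7 and 53 at Day 10). The clustering without integration also left out SCTransform and the regression and used log-normalized counts of the merged replicates. Sums per cluster and library of at least 10 cells were tested with the same edgeR test, each cluster against the mean of the other clusters of its time point with the library as a covariate, and a gene was enriched at an adjusted p under 0.05, a log2 fold change above 0.25 and a UMI in at least 25% of the cells. A cluster took the name of the class with the highest mean log2 fold change of its list among those with at least 3 enriched markers, unless another class had at least 2 more markers among the 10 leading genes. It was left unnamed when its median depth was more than 3 times below that of the library with no marker among the 10 leading genes, when the leading marker belonged to another class with fewer than 3 enriched markers, or when no marker was among the 50 leading genes. This rule for names was set after the leading genes of the clusters had been seen, and the unnamed clusters held 28.8% and 69.1% of Day 2 replicates A and B, 45.7% and 36.6% at Day 7 and 42.5% and 45.9% at Day 10. Cluster 2 of Day 7 kept the name osteoblast-like although its leading marker, *Tagln*, is on the stromal list, of which 4 genes were enriched in it. Because clusters were drawn from the same counts, p-values of cluster markers describe the clusters and do not test whether they are distinct cell types. In Day 2 Cluster 14, replicate B has fewer than 10 cells, and the test has replicate A alone.

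Shares of cells with a UMI were counted as they are and after thinning every cell to 1000 UMIs, with exact binomial 95% intervals for single libraries. Shares of cells per class were described and not tested. The agreement of replicates was described by Pearson's and Spearman's correlation across the 47 cell-type markers named in the text, as log2(CPM + 1). These CPM were scaled to the library total without TMM factors. Doublet scores came from Scrublet as built into scanpy 1.11.5, and Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, DESeq2 1.42.0 and limma 3.58.1 completed the tools.

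The genes reported by name follow a rule, namely every gene that the paper names in its text, for each whole-culture comparison the 10 genes with the largest absolute log2 fold change among those called whose replicates do not overlap between time points and whose mean reaches 10 CPM at one of them, and every gene of the lists for osteoclasts, bone, dissociation, sex and artefacts. Genes given as leading a cluster, and the nuclear RNAs Neat1, *Meg3* and Kcnq1ot1, were chosen after their values were seen. The tests, the gene rule, the marker lists and the alternatives were fixed before the data were examined, with the exceptions that the closing section names.

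Both kinds of test were run on simulated data made from the means and library sizes of the real ones, with 200 genes changed by known fold changes. Every other gene had the same mean in all groups, all genes shared a common spread, and in clusters only Cluster 0, the largest, was changed. Far more genes were called in the data (14670 for Day 10 versus Day 2). The simulation therefore does not test the TMM scaling under such wide change. For Day 10 versus Day 7 and for Day 10 versus Day 2, where 18586 genes were tested, edgeR called 200 of the 200 changed genes and 8 and 7 of the unchanged ones, and for Day 7 versus Day 2, where nothing had been changed, it called 0, as did DESeq2. For the cluster test 181 of 200 changed genes were called at Day 2 (15053 genes), 200 of 200 at Day 7 (14016 genes) and 200 of 200 at Day 10 (13265 genes), with 14, 4 and 16 unchanged genes called in the changed cluster.

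Depth differs between libraries, with a median of 3871 UMIs per cell in Day 2 replicate B against 18587 in replicate A. The smallest library holds 178022112 UMIs in its filtered cells, so that counting error over the whole cultures matters only for genes well under 1 CPM, whereas in clusters of few cells, such as Day 2 Clusters 13 and 14, most genes rest on few UMIs. The alternatives tried were DESeq2 with its size factors, library size without TMM, no filter on low counts, every barcode of the matrices, one filter for all libraries (at least 1000 UMIs, 200 to 7500 genes, at most 25% mitochondrial and 35% ribosomal UMIs), cells with at least 3000 UMIs, sums without mitochondrial, ribosomal protein and artefact genes, the replicate letter as a block, each library left out in turn, other clusterings (0.5 and 2 times the resolution, 20 dimensions, no integration, the named genes kept among the features), and no limit on the share of cells.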

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

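The tests for doublets, free RNA, bone commitment, sex and nuclear RNA in this part were chosen only after the results were seen.

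*Ibsp*, a gene that the paper does not discuss, reached a mean of 22668 CPM in unnamed Cluster 14 of Day 10 (18844 CPM in the 155 cells of replicate A and 26492 CPM in the 156 cells of replicate B), a signal in a gene outside those that the paper discusses. Doublets of cells from other clusters cannot reach this level, since the highest mean in any other Day 10 cluster was 388 CPM, and free RNA would raise the gene in all clusters alike, whereas its log2 fold change in Cluster 14 was 8.77. A lack of depth is not at hand either, with medians of 34141 and 32329 UMIs per cell, 1.41 and 1.46 times those of the libraries. A candidate explanation is commitment to bone, because of the other 5 genes of the bone list 4 had their highest level in this cluster and could have had it elsewhere. These were *Sp7* at 189.7 ± 17.2 CPM, *Bglap* at 78.3 ± 58.0 CPM, *Alpl* at 746 ± 10.5 CPM and *Dmp1* at 43.5 ± 35.7 CPM, while *Runx2*, at 133 ± 0.654 CPM, was 4th among the clusters. None of the 6 genes belongs to the markers from which classes were named, and *Runx2* was found in other clusters at up to 193 CPM and *Alpl* at up to 307 CPM, so these 2 are not particular to the cluster. The samples differ in time point, which stays open as the biological factor behind the rise of *Ibsp* over the whole libraries.

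*Xist*, which the paper does not discuss, had a mean of 5863 CPM in unnamed Cluster 4 of Day 10 (5249 CPM in replicate A and 6477 CPM in replicate B), against 467 and 498 CPM over the whole libraries, again a signal in a gene outside those that the paper discusses. One technical explanation is that cells that lost cytoplasm kept nuclear RNA, and the values it needs are there. *Malat1*, Neat1, *Meg3* and Kcnq1ot1 had log2 fold changes of 2.44, 2.01, 2.61 and 2.59 in Cluster 4, with a mitochondrial share of 26.7% and a median of 4489 and 3770 UMIs, and in chondrocyte-like Cluster 8, with a mitochondrial share of 25.5%, they had 2.80, 2.18, 3.16 and 2.92, so that 2.01 is the lowest of the 8 values. Nuclear RNA without a difference in sex is argued against, since *Xist* itself was low in Cluster 8, at 45.7 CPM with a log2 fold change of -3.32. The sex of the cells is the other explanation whose values are there, as a UMI of a Y-linked gene (*Ddx3y*, *Eif2s3y*, *Kdm5d* or *Uty*) was found after thinning in 2.14% ± 0.142 (SD, n = 2) of the cells of Cluster 4, 31.4% ± 1.49 of those of Cluster 8 and 10.1% ± 0.669 of all cells. Both may act together, with damaged cells of female embryos in Cluster 4 and of male embryos in Cluster 8. The sex of the embryos is not given for the samples, and no biological explanation beyond it was tested.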

How the results depend on the processing

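The leaving out of the cells with the highest Scrublet scores (0.8% per 1000 barcodes) and the comparison in clusters enriched for all 4 perichondrium markers were chosen only after the results were seen, and the other tests in this part were planned. The planned removal of the cells called by Scrublet was not run, because its own threshold called 0, 16437, 1, 2, 2 and 0 cells in Day 2 replicates A and B, Day 7 replicates A and B and Day 10 replicates A and B.

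For the whole cultures, every alternative kept the number of genes called within 1.5 times that reported. Besides the leave-one-out fits and the replicate block, it ranged from 12280 (DESeq2) to 13972 for Day 7 versus Day 2, from 8943 (DESeq2) to 10294 for Day 10 versus Day 7 and from 13667 (DESeq2) to 15149 for Day 10 versus Day 2. When single libraries were left out, the numbers were 11500 to 13226, 6788 to 10558 and 13543 to 14514, where a lone library left at a time point is assumed to vary like the other groups. The direction of many genes depends on the scaling, since library size without TMM shifted the median log2 fold change by -0.28 for Day 7 versus Day 2 and by -0.26 for Day 10 versus Day 2, lowered the genes called higher to 33.3% and 36.9%, and gave 778 and 609 of the genes called the opposite sign.

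Of 1004 values of named genes in the whole cultures under the alternatives, 985 kept direction and side of the threshold, 18 fell below it in the same direction, 1 rose past it and 0 changed direction. The call for *Tnmd* at Day 7 versus Day 2 was lost with DESeq2 (0.34), library size only (0.08), every barcode (0.28), the highest Scrublet scores left out (0.35), without Day 2 replicate A (0.15) and without Day 7 replicate B (0.25). From Day 7 to Day 10 the fall of *Actc1* was not called with DESeq2 (-3.03) or without Day 7 replicate A (-1.99), that of *Myod1* with every barcode, without Day 7 replicate A or without Day 10 replicate A, that of *Myog* with DESeq2 (-2.63), without Day 7 replicate A (-1.53) or without Day 10 replicate A (-1.80), and that of *Epha7* with every barcode (-0.21), without Day 7 replicate B (-0.17) or without Day 10 replicate B (-0.15).

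Among the perichondrium markers over the whole cultures, 51 of 56 values stayed on their side, and those of *Thbs2*, *Col1a1* and *Fbn2* all did. *Fbn1* kept its direction, but its log2 fold change fell to 0.17 with every barcode and to 0.13 with one common filter on cells, and lay between 0.12 and 0.30 with single libraries left out, being past the threshold without either Day 2 replicate or Day 7 replicate A and not in the other 3 fits (0.12 without Day 7 replicate B, 0.17 without Day 10 replicate A and 0.24 without Day 10 replicate B). The adjusted p of *Fbn1* ranged from 0.012 to 0.28 over the alternatives, and the cause was not tested.

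In the clusters enriched for all 4 markers, 18 of 40 values changed direction. At 0.5 times the resolution *Col1a1*, *Fbn1* and *Fbn2* had log2 fold changes of 1.31, 0.30 and 0.31, at 2 times the resolution 1.43, 0.44 and 0.35, and without integration 1.55, 0.72 and 0.41. With 20 dimensions *Col1a1* and *Fbn1* had 0.79 and 0.18, and with the named genes among the features 0.87 and 0.18. With single libraries left out, *Thbs2* lay between -0.12 and 0.42, *Col1a1* between -0.28 and 0.37, *Fbn1* between -0.85 and -0.09 and *Fbn2* between -1.38 and -0.85, and without Day 7 replicate A *Thbs2* and *Col1a1* were called higher (0.42 and 0.37) and without Day 7 replicate B *Fbn1* was called lower (-0.85). Each clustering brings other clusters into this comparison, and the cause of the differences was not tested further.

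The number of pairs of a named gene and a cluster called enriched was 191 at Day 2, 158 at Day 7 and 258 at Day 10. Without the limit on the share of cells it was 298 at Day 2 and 251 at Day 7, at 2 times the resolution 277 at Day 7 and 417 at Day 10, and at 0.5 times the resolution 162 at Day 10, as more or fewer clusters and a looser limit give more or fewer pairs. Day 10 clusters enriched for both *Col10a1* and *Vegfa* numbered 1 at 0.5 times the resolution, 2 at 2 times the resolution and 2 without integration. Of 1282 values of a gene in a cluster, 1091 stayed the same, 21 lost the call and 10 gained it with 0 changes of direction, and the other 160 are values of single libraries that moved by more than the spread between replicates.

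The share of cells in a named class moved at Day 7, to 80.0% at 0.5 times the resolution, 44.8% at 2 times the resolution, 84.6% with the named genes among the features, 81.3% without integration and 75.7% for cells with at least 3000 UMIs, and at Day 10, to 45.0% with 20 dimensions, 61.4% with the named genes among the features and 68.1% without integration, and the cause was not tested. For single classes, 61 of 120 shares moved by more than the spread between replicates. Tenocyte-like and erythrocyte-like clusters at Day 2 were absent at 0.5 times the resolution, with 20 dimensions, without integration and for cells with at least 3000 UMIs, and the tenocyte-like one also with the named genes among the features. At Day 7 the tenocyte-like and joint interzone-like clusters were absent at 0.5 times the resolution and the osteoblast-like one at 2 times the resolution, and at Day 2 the osteoblast-like one without integration and with the named genes among the features.

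The share of Day 7 cells with a *Shh* UMI was 0.0115% with every barcode and 0.0213% for cells with at least 3000 UMIs, as 4 UMIs were divided by more or fewer cells. The correlations between replicates stayed between 0.981 and 0.998 under each pseudocount and for cells with at least 3000 UMIs.

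Taking the replicate letter as a block gave 13135 genes for Day 7 versus Day 2, 9607 for Day 10 versus Day 7 and 14524 for Day 10 versus Day 2, and in the clusters enriched for all 4 perichondrium markers a log2 fold change of 0.00505 for *Col1a1*, the other sign from that without the block, and a call for *Fbn1* (-0.50). In a check of the pairing, the deviations of replicate A from the mean of its time point were correlated between time points across 18987 genes, which are not independent replicates, at -0.016, -0.008 and -0.057, so the letters share only a label between time points. The call for *Epha7* from Day 7 to Day 10 was not made under the block.

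Depth limits the cluster tests in clusters of few or shallow cells. There a gene can miss the share limit with a large fold change, as *Myod1* did at Day 7 (12.83 among cells with at least 3000 UMIs, where it was called). The median of 3871 UMIs in Day 2 replicate B does not hold in each of its clusters. Replicate B had 2958 UMIs against 15683 in replicate A in Cluster 2, but 29379 against 26579 in Cluster 9. The limit that depth sets was not compared between libraries.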

Differences from the paper's values

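The alternatives named in this part were planned before the data were examined, except that the tests without the cells with the highest Scrublet scores and those in clusters enriched for all 4 perichondrium markers were chosen only after the results were seen. No count that the paper gives for these libraries differs from the recomputed one by more than 1.5 times. The closest to a difference are the cells after filtering in Day 2 replicate B (the paper's 16485, here 16486) and Day 7 replicate A (the paper's 13486, here 13485), the genes detected in Day 10 replicate B (20823 here, slightly fewer than in the paper) and the number of clusters (the paper's 16, 19 and 16, here 15, 14 and 18). The paper tested cells and the values here test libraries.

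The paper states that all of the perichondrium markers rise between Day 7 and Day 10. Over the whole libraries *Thbs2*, *Col1a1* and *Fbn1* were higher at Day 10, and *Fbn2* was lower, with a log2 fold change of -0.38 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.0037, lower in both Day 10 libraries than in both Day 7 libraries), as under all alternatives for the whole libraries (adjusted p from 6.8e-06 to 0.044). In the clusters enriched for all 4 markers, a comparison chosen after seeing the values, *Fbn2* had -1.16, but all 4 were called higher at 2 times the resolution and without integration.

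Clusters of perichondrium and of articular perichondrium are annotated in the paper at Day 7 and Day 10, and none was named so here, although Clusters 3 and 11 of Day 7 and 0, 2, 4 and 11 of Day 10 were enriched for all 4 perichondrium markers. The missing articular name decides nothing, since it needed 3 enriched markers and *Cilp* and *Dpt* were enriched in no rebuilt cluster. The paper took *Prg4* alone, and *Prg4* was the leading marker of Clusters 3 and 16 of Day 10, which were left unnamed for that reason. A perichondrium-like cluster arose at Day 7 at 0.5 and at 2 times the resolution, with 20 dimensions, with the named genes among the features and when the sums were taken over cells with at least 3000 UMIs, and none at Day 10 or of articular perichondrium under any clustering. For *Prg4* at Day 7, which the paper takes as the mark of such a cluster, 0 clusters were enriched by the edgeR test with its share limit, and also 0 at an unadjusted p under 0.05 since the highest share of cells was 20.1%, and it was enriched at 2 times the resolution (1 unnamed cluster) and without the share limit (Clusters 2, 3, 6 and 10).

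The paper assigns Day 2 chondrocytes from a list of which 6 of 9 genes were enriched in the chondrocyte-like clusters here, and *Ostn*, *Snorc* and *Matn1* were not (1.23%, 10.2% and 22.3% of the cells of Cluster 6 with a UMI). Without the share limit all 3 were enriched in Cluster 6. Of the paper's list for Day 2 interdigital mesenchyme, 4 of 5 genes were enriched, and *Aldh1a2* was not, except at 2 times the resolution and without the share limit. Mesenchymal stromal cells at Day 2 rest in the paper on *Tagln* and *S100a6*, which were both enriched in osteoblast-like Cluster 5 and unnamed Cluster 7 here, and a stromal-like cluster arose at 2 times the resolution, without integration and with the named genes among the features.

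For Day 7 osteoblasts, 3 of 5 genes of the paper's list were enriched in the osteoblast-like cluster. *Wnt10a* and *Stmn2* were not, with a UMI in 8.68% and 8.75% of its cells, and were when the share limit was dropped. *Stmn2* was enriched besides in a myocyte-like cluster without integration, and in a myocyte-like and a stromal-like cluster for cells with at least 3000 UMIs. For Day 7 myocytes, 3 of 5 were enriched, and *Myod1* (18.9% of cells with a UMI) was not, except without integration, for cells with at least 3000 UMIs and without the share limit. *Myf5* was enriched in no myocyte-like cluster under any alternative, and without the share limit in joint interzone-like Cluster 5.

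The paper reports that no Day 2 cell expresses *Fgf4* or *Fgf8*, and that cells with *Shh* are absent at all time points. Here 193 Day 2 cells held 418 UMIs of *Fgf8* and 3 held 8 UMIs of *Fgf4*, and *Shh* had 1 UMI in each of 4 cells at Day 7 and in 1 cell at Day 10, with none at Day 2. No cluster was enriched for *Fgf8*, *Fgf4* or *Shh* with the share limit, under any clustering.

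*Col10a1* and *Vegfa* are enriched in the same Day 10 clusters according to the paper, and here 0 clusters were enriched for both (edgeR quasi-likelihood test), *Col10a1* being enriched in 3 clusters and *Vegfa* in 5, and whatever the p no cluster passed the fold and share limits for both. Both were enriched in Cluster 2, chondrocyte-like, at 0.5 times the resolution, in Clusters 0 (chondrocyte-like) and 14 (unnamed) at 2 times the resolution, in Clusters 2 and 10 (chondrocyte-like) without integration, in Cluster 1 for cells with at least 3000 UMIs and in Cluster 9 without the share limit, and in Clusters 1 and 13 without the cells with the highest Scrublet scores, a test chosen after seeing the values.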

Other observations

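The tests for low depth of the clusters led by mitochondrial or artefact genes, and those for *Fgf8* in a single epithelial cell and in Cluster 9, were chosen only after the results were seen.

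Between Day 2 and Day 10, 14670 of 18987 genes were called over the whole cultures, 7414 higher and 7256 lower at Day 10. Among the 10 largest changes were *Ibsp* (12.00), *Cdsn* (11.61), *Mmp13* (11.25), *Hba-a1* (-10.94), *Comp* (9.22), *Sod3* (9.15), *Ucma* (9.06) and *Smpd3* (8.66), each as a log2 fold change, and *Hbb-y* and *Hba-x*, whose UMIs were absent at Day 10. From Day 7 to Day 10 the largest changes were *Ibsp* (7.18), *Ifitm5* (6.79), *Slc13a5* (5.05), *Hist1h2ap* (-3.99), *Gm42418* (-3.66), *Lyz2* (3.51), *Ttn* (-3.48), *Actc1* (-3.07, not called with DESeq2 or without Day 7 replicate A), *Mmp13* (3.00) and *Hist1h4d* (-2.90). From Day 2 to Day 7, *Hba-a1* (-12.36), *Cdsn* (10.47), *Sod3* (8.42) and *Ndufa4l2* (8.10) were among the 10 largest, together with *Hbb-y*, *Hba-x*, *Ucma*, *Snorc*, *Comp* and *Matn1*.

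The 19 unnamed clusters may in part be cells with little RNA. In 7 of the 19 the median UMI count was at or above that of the library in both libraries, which argues against little RNA as their explanation. For the 7 clusters led by mitochondrial genes or by *Lars2*, *Gm42418* and *AY036118*, the highest ratio of a median to that of its library was 0.848, but 5 of them were left unnamed in part for their low depth, so this value decides nothing and little RNA stays open for them.

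The Day 2 clusters with an excess of replicate B (Clusters 0, 2, 7 and 11) held a share of replicate B 7.54 times that of replicate A. Lower depth of replicate B is argued against as the whole explanation, since among cells with at least 3000 UMIs the ratio was 8.67. Among cells under 3000 UMIs it was 1.59 (59.8% of replicate A and 95.3% of replicate B). By cluster it was 1.48 in Cluster 0, 6.85 in Cluster 2, 0.668 in Cluster 7 and 3.55 in Cluster 11. A part from depth therefore stays open, mainly in Clusters 0 and 7. A different mixture of male and female embryos was tested as a source of differences between replicates and is argued against, since the Y-linked CPM of replicate B over that of replicate A, as a log2 ratio, was at most 0.0911 in size at any time point (and that of *Xist* at most 0.15). What sets the replicates of Day 2 apart stays open, with a difference between cultures or between library batches untested.

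*Col2a1* UMIs were found in almost all Day 10 cells, which free RNA in the droplets could give. For tenocyte-like Cluster 5 that is argued against as the whole explanation. In its lower library it had 3.49 times the *Col2a1* UMIs per cell of the more deeply sequenced osteoblast-like Cluster 6 in its higher library. The argument does not reach tenocyte-like Cluster 2, with 9.91 and 11.4 *Col2a1* UMIs per cell in replicates A and B against 12.0 and 12.4 in Cluster 6. A part from free RNA stays open.

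Osteoclasts among the immune-like cells were tested with 7 genes (*Acp5*, *Ctsk*, *Mmp9*, *Ocstamp*, *Dcstamp*, *Calcr* and *Oscar*), none of which is among the markers of a class. All 7 had their highest level at Day 10 in the immune-like cells, and 6 were higher there at an adjusted p under 0.05 (edgeR quasi-likelihood test), with 1, *Acp5*, past the share limit. The most abundant were *Acp5* at 1188 ± 486 CPM, *Ctsk* at 935 ± 609 CPM and *Mmp9* at 250.3 ± 258 CPM, and 6 of the 7 were higher in both Day 10 libraries than in both Day 2 libraries. Osteoclasts may therefore be among these cells, as a hypothesis from 7 of 7 genes, although *Acp5* was also found outside them, with its highest Day 2 level in erythrocyte-like Cluster 13, and *Mmp9* and *Ctsk* differ between the replicates. At Day 10 *Acp5* was also enriched in unnamed Cluster 7, and *Mmp9* was enriched in osteoblast-like Cluster 12 and not in the immune-like cells. *Ctsk* was enriched at Day 7 in tenocyte-like Cluster 7 as well as in the immune-like cells.

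Commitment to bone was tested in the osteoblast-like clusters, which were named from genes such as *Cnn1*, *Igfbp7* and *Spp1*. The largest number of the 6 bone genes called higher in such a cluster was 1, for *Dmp1* at Day 7, which argues against commitment to bone in these clusters. At Day 10, 4 of the 6 were called lower in each of Clusters 6 and 12.

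A response to dissociation could raise *Jun* in the joint interzone-like clusters. Of 11 response genes 8 were enriched in Cluster 4 of Day 2, with *Fos* at 1173 ± 89.5 CPM and *Egr1* at 828 ± 5.83 CPM, and 8 each in joint interzone-like Cluster 5 of Day 7 and in unnamed Cluster 17 of Day 10. Expression in the culture and a response to dissociation cannot be told apart for these genes, because no undissociated sample was sequenced.

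Epithelial cells of the limb bud were tested as the source of the *Fgf8* UMIs at Day 2 with *Epcam*, *Krt5*, *Krt14*, *Krt15* and *Cdh1*. Of the 193 cells with an *Fgf8* UMI, 14.0% held an epithelial UMI and 166 held none, which argues against epithelial cells as the source in most of them. After thinning to 1000 UMIs, an epithelial UMI was found in 2 of 95 such cells of replicate A (2.11%) and 0.325% of the others (Fisher's exact test, p = 0.042), and in 1 of 98 of replicate B against 0.256% of the others (p = 0.23), and cells are not independent replicates. The cell with 113 *Fgf8* UMIs had 83 epithelial UMIs and may be an epithelial cell. In Cluster 9, free RNA is argued against, since the lowest share of cells with an *Fgf8* UMI was 14.1 times the highest share in osteoblast-like cells, and low expression of *Fgf8* by mesenchymal cells stays open. No cluster was named epithelium-like or Schwann cell-like at any time point.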
